# Improving the Efficacy of EGFR Inhibitors by Topical Treatment of Cutaneous Squamous Cell Carcinoma with *miR-634* Ointment

**DOI:** 10.1016/j.omto.2020.10.009

**Published:** 2020-10-22

**Authors:** Jun Inoue, Kyoko Fujiwara, Hidetoshi Hamamoto, Katsunori Kobayashi, Johji Inazawa

**Keywords:** miRNA therapeutics, skin cancer, EGFR-TKI, glutaminolysis, topical treatment

## Abstract

For cutaneous squamous cell carcinoma (cSCC), topical treatment is an essential option for patients who are not candidates for, or who refuse, surgery. Epidermal growth factor receptor (EGFR) plays a key role in the development of cSCC, but EGFR tyrosine kinase inhibitors (TKIs), such as gefitinib, have shown only partial clinical benefit in this disease. Thus, there is an unmet need to develop novel strategies for improving the efficacy of TKIs in cSCC. We previously demonstrated that the tumor-suppressive microRNA (miRNA) *miR-634* functions as a negative modulator of the cytoprotective cancer cell survival processes and is a useful anticancer therapeutic agent. In the present study, we found that topical application of an ointment containing *miR-634* inhibited *in vivo* tumor growth without toxicity in a cSCC xenograft mouse model and a 7,12-dimethylbenz[*a*]anthracene (DMBA)/12-*O*-tetradecanoylphorbol-13-acetate (TPA)-induced papilloma mouse model. Functional validation revealed that *miR-634* overexpression reduced glutaminolysis by directly targeting *ASCT2*, a glutamine transporter. Furthermore, overexpression of *miR-634* synergistically enhanced TKI-induced cytotoxicity by triggering severe energetic stress *in vitro* and *in vivo*. Thus, we propose that topical treatment with *miR-634* ointment is a useful strategy for improving for EGFR TKI-based therapy for cSCC.

## Introduction

Cutaneous squamous cell carcinoma (cSCC) is the second most common form of human cancer, and its annual incidence is increasing.^1^ Outcomes in patients with cSCC are excellent in terms of survival; more than 90% of cSCCs are cured by initial treatment, such as surgical excision, cryosurgery, and radiotherapy.^1^, ^2^, ^3^, ^4^ However, surgery may not be the best option for patients with numerous or extensive lesions, elderly patients, or patients who are concerned about cosmetic outcomes.^4^^,^^5^ While topical medications, including the topical chemotherapeutic agent 5-fluorouracil (5-FU), have been used as nonsurgical treatments for cSCC, the long treatment duration and severe side effects limit patient compliance and, consequently, therapeutic efficacy.^5^, ^6^, ^7^, ^8^, ^9^ Thus, it is necessary to develop more effective and safer topical treatments for patients with cSCC.

Epidermal growth factor receptor (EGFR) signaling is one of the most intensely studied determinants of epithelial cell proliferation and is persistently activated in various human cancers, including cSCC.^10^^,^^11^ EGFR overexpression is observed in 70% of cSCCs and is associated with poor outcome in patients with cSCC.^10^ EGFR inhibitors, including monoclonal antibodies (e.g., cetuximab and panitumumab) and tyrosine kinase inhibitors (TKIs; e.g., gefitinib and erlotinib), have been evaluated in clinical trials for the treatment of advanced cSCC but have shown only partial clinical benefit.^3^^,^^12^, ^13^, ^14^, ^15^ Notably, a phase II study of gefitinib, which was initially studied in chemotherapy-refractory non-small-cell lung cancer (NSCLC), recently demonstrated modest activity in advanced cSCC, with an overall response rate of 16%.^14^ TKI-induced cytotoxicity is attenuated by various cytoprotective cell survival processes, including anti-apoptosis signaling, antioxidant scavenging, and autophagy.^16^, ^17^, ^18^, ^19^ Furthermore, glutaminolysis, a metabolic process involving glutamine utilization that produces ATP as an energy source and glutathione (GSH) as a reactive oxygen species (ROS) scavenger, is also involved in attenuating TKI-induced cytotoxicity.^20^^,^^21^ Therefore, negatively modulating these cytoprotective processes may be a reasonable strategy for improving the efficacy of EGFR TKIs in cSCC.

MicroRNAs (miRNAs) are endogenous, small noncoding RNAs that can negatively regulate gene expression by interfering with the translation and/or stability of multiple target transcripts through direct binding to the 3′ untranslated region (UTR), thereby modulating numerous biological processes.^22^^,^^23^ Given that tumor-suppressive miRNAs (TS-miRNAs) have the potential to simultaneously regulate multiple targets in cancer-related cascades, the therapeutic use of TS-miRNAs could represent a novel anticancer strategy.^24^^,^^25^ We previously identified multiple TS-miRNAs that inhibit human cancer cell growth, cell invasion, and chemoresistance.^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^, ^34^ Notably, *miR-634* overexpression effectively induced apoptosis in various cancer cells by directly and concurrently targeting multiple genes associated with cytoprotective processes, including those involved in mitochondrial homeostasis (*OPA1* and *TFAM*), anti-apoptosis signaling (*APIP*, *XIAP*, and *BIRC5*), antioxidant scavenging (*NRF2*), and autophagy and lysosomal degradation (*LAMP2*).^29^ Furthermore, the overexpression of *miR-634* markedly enhanced chemotherapy-induced cytotoxicity in esophageal squamous cell carcinoma (ESCC) cells.^29^ Additionally, the local injection of synthetic double-strand (ds) *miR-634* mimic into ESCC xenograft tumors was shown to be therapeutically effective.^29^ Recently, we demonstrated that the intravenous administration of lipid nanoparticles (LNPs) harboring *miR-634* effectively delivered *miR-634* into tumor cells and significantly suppressed *in vivo* tumor growth in a pancreatic xenograft mouse model.^35^ Thus, our accumulated findings strongly suggest that *miR-634* functions as a negative modulator of cytoprotective processes and that the ds-*miR-634* mimic is a useful agent for miRNA-based cancer therapeutics. In the present study, we sought to formulate an ointment incorporating ds-*miR-634* mimics (*miR-634* ointment) and evaluate its therapeutic potential in a human cSCC xenograft mouse model and a 7,12-dimethylbenz[*a*]anthracene (DMBA)/12-*O*-tetradecanoylphorbol-13-acetate (TPA)-induced papilloma mouse model. We further aimed to verify the ability of *miR-634* ointment to improve the efficacy of EGFR TKIs for cSCC.

## Results

### Therapeutic Potential of *miR-634* Ointment in cSCC

We first found that *miR-634* overexpression effectively inhibited the growth of A431 cells, a well-known cSCC cell line, under both 2D and 3D (anchorage-independent) culture conditions (Figure 1A). Apoptotic features, including marked increases in cleaved caspase-3 and PARP levels and mitochondrial injury, as indicated by fragmented morphology, were observed in *miR-634*-overexpressing cells compared with *miR-*negative control (*NC*)-overexpressing cells (Figures 1B and 1C). As we have previously shown that the sensitivity to *miR-634* was very low in normal fibroblasts, *miR-634* overexpression markedly induced apoptosis in A431, whereas not in three normal fibroblasts (WI-38, IMR-90, and TIG-1 cells) (Figure S1).^29^^,^^35^ The expression levels of *miR-634* target genes, such as XIAP, BIRC5, APIP, OPA1, TFAM, NRF2, and LAMP2, were decreased following *miR-634* overexpression (Figure 1D). In addition, the levels of LC3B-II, an autophagosome marker, and p62, a substrate of autophagic degradation, were increased in *miR-634*-expressing cells, suggesting that *miR-634* impairs autophagy (Figure 1D).^36^^,^^37^ Thus, *miR-634* effectively triggered the activation of the mitochondrial apoptosis pathway in A431 cells, as previously shown in other cancer cell lines,^29^^,^^35^ suggesting that ds-*miR-634* mimic is a useful miRNA therapeutic in cSCC.

**Figure 1:**
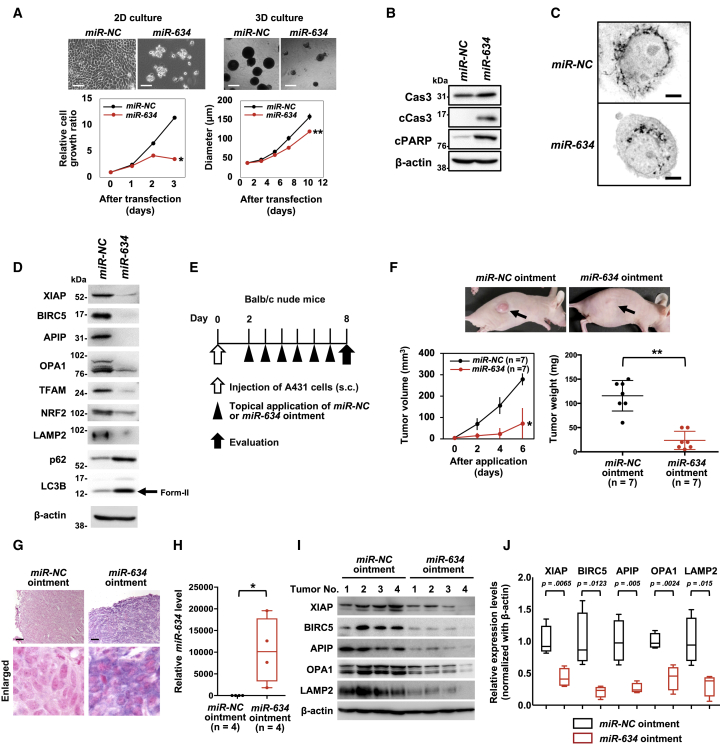
Therapeutic Potential of *miR-634* Ointment for cSCC (A) Cell growth assay in 2D or 3D *in vitro*. Scale bars, 2D, 50 μm; 3D, 100 μm. Bars indicate the SD. The error bars are not visible because they are too small. Data are presented as mean ± SD. p values were calculated using the two-sided Student’s t test (∗p = 0.0001, ∗∗p = 0.002). (B) Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (C) Representative images of mitochondrial staining. Images are represented in the grayscale. Scale bars, 2 μm. (D) Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. The arrow indicates the band corresponding to LC3B-II, an autophagosome marker. (E) Experimental schedule for therapeutic applications. (F) *In vivo* tumor growth assay. Upper panel: representative images of subcutaneous tumors at day 6 after initial treatment. Lower left panel: tumor volume in mice treated with *miR-NC* ointment (n = 7) or *miR-634* ointment (n = 7). Errors bars indicate the SD. Lower right panel: scatterplot of tumor weight in mice treated with *miR-NC* ointment or *miR-634* ointment. Data are presented as mean ± SD. p values were calculated using the two-sided Student’s t test (∗p = 0.0017, ∗∗p < 0.0001). (G) Representative images of ISH in tumors from mice treated with *miR-NC* ointment or *miR-634* ointment. The *miR-634*-specific probe appears purple in the cytoplasm, and the nucleus was counterstained with nuclear fast red. Scale bars, 100 μm. (H) qRT-PCR analysis of *miR-634* expression in resected tumors. *miR-634* expression levels in tumors from mice treated with *miR-NC* ointment (n = 4) or *miR-634* ointment (n = 4) were measured by qRT-PCR, and the results are shown in the boxplot. P values were calculated using the two-sided Student’s t test (∗p = 0.0326). (I) Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (J) Relative expression levels of target genes. The expression levels of target genes in tumors treated with *miR-634* ointment relative to those treated with *miR-NC* ointment are presented as boxplots. P values were calculated using the two-sided Student’s t test.

Topical treatment is therapeutically essential for patients with cSCC who are not candidates for, or who refuse, surgical treatment.^4^^,^^5^ The ionic liquid transdermal system (ILTS) is used to enhance the transdermal permeability of nucleotides, such as oligonucleotides and small interfering RNA (siRNA), through hydrophobic skin tissue, and it achieves efficient delivery into skin cells.^38^^,^^39^ Hence, we formulated an ointment incorporating ds-*miR-634* mimics (*miR-634* ointment) by using the ILTS. We then evaluated the therapeutic potential, including antitumor efficacy and safety, of this ointment in an A431 xenograft mouse model. We found that daily topical application of *miR-634* ointment onto the subcutaneous tumor effectively inhibited *in vivo* tumor growth (Figures 1E and 1F). *In situ* hybridization (ISH) and qRT-PCR analyses of tumors resected 6 days after treatment initiation showed that *miR-634* was efficiently delivered into tumor cells (Figures 1G and 1H). Furthermore, when we topically applied an ointment incorporating synthesized Cy3-labeled *miR-634* onto the subcutaneous tumor, a direct immunofluorescence analysis revealed the efficient delivery of Cy3-*miR-634* into tumor cells and skin cells (Figure S2). Importantly, the expression of *miR-634* target genes was downregulated in tumors treated with *miR-634* ointment compared with those treated with *miR-NC* ointment, as shown by western blot and immunohistochemistry (IHC) analyses (Figures 1I and 1J; Figure S3). Additionally, in the DMBA/TPA-induced papilloma model, topical application of *miR-634* ointment inhibited tumor growth subsequent to the efficient delivery of *miR-634* into papilloma tumor cells (Figure S4). These results suggest that the topical application of *miR-634* ointment is an effective therapeutic strategy for cSCC.

Next, we evaluated the safety of topical treatment with *miR-634* ointment in mice. The expression of *miR-634* was slightly increased in the internal organs, including the kidneys, liver, and lungs, of xenograft mice (n = 4) treated with *miR-634* ointment after 6 days of treatment compared with mice (n = 4) treated with *miR-NC* ointment, due to the systemic delivery of exogenous *miR-634* through the topical treatment (Figure 2A). However, there were no significant differences in the levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT), markers of liver injury, in the plasma of mice treated with *miR-634* ointment or *miR-NC* ointment or control mice (no treatment) (Figure 2B). To evaluate immune-mediated toxicity, an adverse event associated with nucleic acid therapeutics, we topically applied either *miR-NC* ointment or *miR-634* ointment on the skin of BALB/c mice with a normal immune system 7 days after depilation (Figure 2C). After 6 days of treatment, *miR-634* expression was increased in skin treated with *miR-634* ointment compared with skin treated with *miR-NC* ointment or control (no treatment) skin; however, there were no pathological changes, such as immune cell infiltration into skin tissue (Figures 2D and 2E). Additionally, the serum levels of proinflammatory cytokines, including tumor necrosis factor (TNF)-α, interferon (IFN)-γ, and interleukin (IL)-6, showed no significant differences between mice treated with *miR-634* ointment and those treated with *miR-NC* ointment or control mice (no treatment) (Figure 2F). Taken together, these findings suggest that topical treatment with *miR-634* ointment is a therapeutically effective and safe option for cSCC.

**Figure 2:**
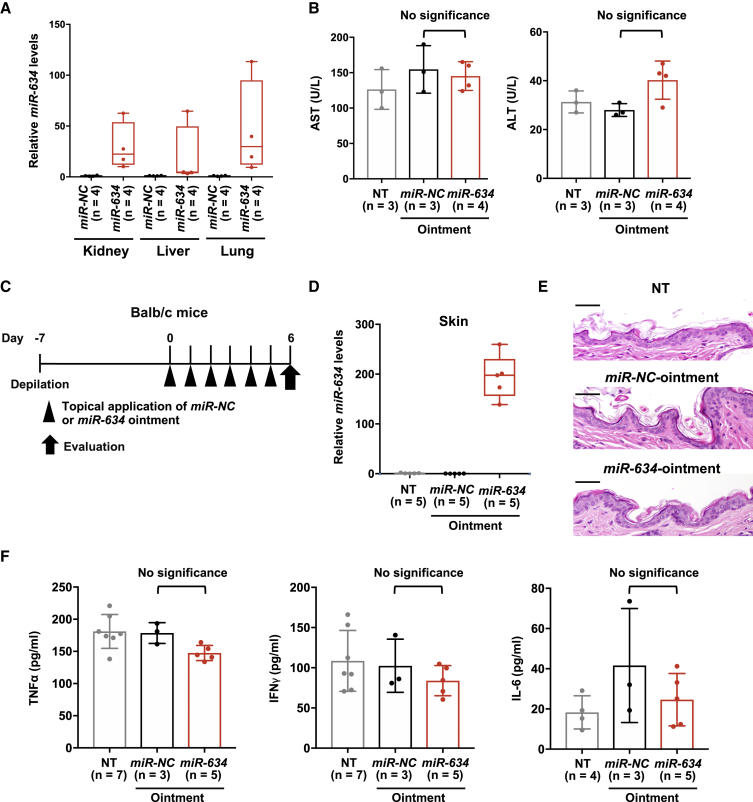
Safety of the Topical Application of *miR-634* Ointment in Mice (A) qRT-PCR expression analysis of *miR-634* in the kidneys, liver, and lungs. *miR-634* expression levels in normal tissues from mice treated with miR-NC ointment (n = 4) or *miR-634* ointment (n = 4) were measured by qRT-PCR, and the results are presented in the boxplot. (B) Plasma AST (left) and ALT (right) levels in mice treated with *miR-NC* ointment (n = 3) or *miR-634* ointment (n = 4) at 6 days after initial treatment and in control mice (no treatment [NT]) (n = 3). Error bars indicate the SD. Data are presented as mean ± SD. p values were calculated using the one-way ANOVA (p = 0.893 for AST, p = 0.065 for ALT). (C) Experimental schedule for the application of *miR-634* ointment in BALB/c mice. (D) *miR-634* expression analysis in skin tissues by qRT-PCR. *miR-634* levels in skin tissues from mice treated with *miR-NC* ointment (n = 5) or *miR-634* ointment (n = 5) and from control mice (NT) (n = 5) were measured by qRT-PCR, and the results are presented in the boxplot. (E) H&E staining of skin tissues from mice treated with *miR-NC* ointment or *miR-634* ointment and from control mice (NT). Scale bars, 50 μm. (F) Serum TNF-α, IFN-γ, and IL-6 levels in mice treated with *miR-NC* ointment or *miR-634* ointment at 6 days after initial application and in in control mice (NT). Error bars indicate the SD. Data are presented as mean ± SD. p values were calculated using the one-way ANOVA (p = 0.145 for TNF-α, p = 0.713 for IFN-γ, and p = 0.381 for IL-6).

### Identification of the *ASCT2/SLC1A5* Gene as a *miR-634* Target Gene

To further clarify the tumor-suppressive function of *miR-634* and thus support the clinical use of *miR-634* ointment, we identified genes directly targeted by *miR-634* in A431 cells. The RNA-induced silencing complex (RISC), a multiprotein complex comprising a ribonucleoprotein (RNP) such as Argonaute 2 (AGO2), can direct the interaction of miRNA with target mRNA.^40^ Hence, we first identified transcripts enriched in RNP immunoprecipitation (RIP) assays using an antibody against AGO2 in cells overexpressing *miR-634* by microarray analysis (RIP-chip analysis).^41^ 

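For this RIP-chip analysis, A431 cells, a human cSCC cell line, received miR-NC or miR-634 at 10 nM by transfection and were lysed 24 h later. AGO2-bound RNA was taken by RIP with an anti-AGO2 antibody, and total RNA of the same cells served as the input. Each of the 4 groups (miR-NC input, miR-NC RIP, miR-634 input and miR-634 RIP) was hybridized on 2 one-color Agilent 8 × 60K arrays. The paper's methods call the input arrays total RNA, whereas the sample labels give a normal rabbit IgG antibody for them. The arrays are treated here as input, as in the paper. The paper states that each experiment was performed in duplicate, without saying whether a duplicate was a separate transfection. All 8 arrays were on 1 slide and were scanned in 1 scan. The authors deposited the intensity of each spot, corrected for local background by the scanner software, and a table of their own processed log2 values from GeneSpring. Each array held 58201 probes other than controls. On the input arrays, between 45.6% and 45.8% of the spots were well above background. This share was 33.6% and 34.5% on the miR-NC RIP arrays and 40.0% on each miR-634 RIP array. The number of arrays limits the precision of every value. Here, log2 intensities were shifted by each array's 75th percentile over the 16813 probes that were well above background on all 8 arrays. Gene symbols came from the RefSeq accessions of the probes, and the brightest probe stood for a gene. Replicates differed little, with a median SD of log2 values per gene of 0.04 in the miR-NC input, 0.06 in the miR-NC RIP, 0.04 in the miR-634 input and 0.06 in the miR-634 RIP (n = 2 arrays each). Changes were tested with limma on the 4 group means, with Benjamini-Hochberg adjustment over all measured genes. In simulated data for 10961 genes in which 200 genes changed by 1 on the log2 scale, the test recovered 80.5% of the changed genes, and 4.17% of its calls were unchanged genes. The simulation used scaled values, independent noise and as many rises as falls. It therefore does not cover errors from the scaling or from duplicates that share a culture or RNA.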

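With the requirement that a probe be well above background on all 8 arrays, 10961 genes were measured in both kinds of cells. The enrichment, taken as the log2 RIP level minus the log2 input level, had a median of -0.12 over these genes in miR-NC cells and -0.17 in miR-634 cells. Its SD across genes was 0.87 in miR-NC cells and 1.12 in miR-634 cells. In miR-NC cells, limma found the RIP level different from the input level for 8639 genes at an adjusted p under 0.05, of which 3680 were higher and 4959 lower in the RIP. The number of measured genes moved most when no filter on dim probes was used, to 22440. Across genes, which are not independent replicates, the enrichment in miR-NC cells and that in miR-634 cells had a Pearson r of 0.577 and a Spearman rho of 0.598. Between the arrays numbered 1 and 2, the Pearson r was 0.959 for the enrichment in miR-NC cells and 0.974 for that in miR-634 cells, so the enrichment differed more between the cells than between replicates. The median fold change of enrichment over all genes was -0.22 on the log2 scale, so that a gene at a fold change of 1 lay above the median gene.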

The enrichment indicated by RIP mRNA levels relative to total mRNA levels (input) of 10,741 genes was compared between *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells. We confirmed that known *miR-634* target genes were robustly enriched by RIP in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change of enrichment: *LAMP2*, 2.0; *TFAM*, 4.66; *APIP*, 8.7; *BIRC5*, 3.27; and *XIAP*, 1.85), suggesting that this analysis is accurate. 

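In the deposited arrays, all 5 of these known target genes had a higher enrichment in miR-634 cells, by limma with Benjamini-Hochberg adjustment. APIP (NM_015957) had a log2 enrichment of -0.18 ± 0.12 (SD, n = 2) in miR-NC cells and 2.98 ± 0.0036 (SD, n = 2) in miR-634 cells, a fold change of enrichment of 8.96 (log2 3.16, standard error 0.10, adjusted p = 1.47e-06). BIRC5 (NM_001012271) had a fold change of enrichment of 3.35 (log2 1.74, standard error 0.07, adjusted p = 3.06e-06). TFAM was represented by a probe for NM_001270782, with a fold change of 3.00 (log2 1.58, standard error 0.11, adjusted p = 3.45e-05). A dimmer probe for NM_003201, the TFAM accession in Table S2, gave 4.71. Of the alternatives run, scaling on the spike-in probes, added after seeing the data, moved the fold change of enrichment of TFAM most, to 6.39. LAMP2 (NM_001122606) had a fold change of 2.05 (log2 1.04, standard error 0.24, adjusted p = 0.00747). Its value was 1.61 in the arrays numbered 1 and 2.60 in those numbered 2, and dimmer LAMP2 probes gave 2.77 for NM_013995 and 0.869 for NM_002294. It was 1.70 with the mean of the LAMP2 probes and 1.68 without the miR-NC RIP array numbered 2. XIAP (NM_001167) had the smallest change of these genes, with a fold change of 1.36 (log2 0.45, standard error 0.06, adjusted p = 0.000932) from its brighter probe, while its dimmer probe gave 1.73. OPA1 (NM_130837), another target gene named in the paper, had a fold change of 2.08 (adjusted p = 0.00192), but its dimmer probe for NM_130831 gave 0.906, and with the mean of the OPA1 probes the fold change was 1.37 and no longer passed the threshold. The probe for NFE2L2, which encodes NRF2, was not well above background on any of the 8 arrays, so no fold change is given. The input level of APIP, BIRC5 and TFAM was itself lower in miR-634 cells, with log2 changes of -1.12, -0.35 and -0.61 (adjusted p = 0.000457, 0.00448 and 0.00353). Their RIP level was higher, with log2 changes of 2.04, 1.40 and 0.97. For OPA1, the log2 input change was -0.74 (adjusted p = 0.0095) and the RIP change 0.31 (adjusted p = 0.0567, not called). Its fold change thus came more from the lower input than from the RIP. For XIAP, the log2 input change was -0.17 (adjusted p = 0.0434) and the RIP change 0.28 (adjusted p = 0.00131). For LAMP2, they were -0.21 (adjusted p = 0.41) and 0.82 (adjusted p = 0.0038). These changes of OPA1, XIAP and LAMP2 were not run in the alternatives.

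**Figure D1:**
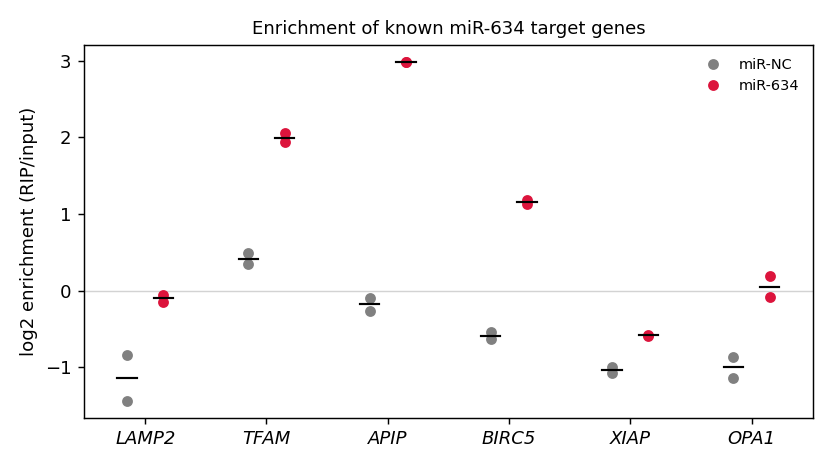
The log2 enrichment (RIP/input) of 6 known target genes is plotted for miR-NC cells (grey) and miR-634 cells (red), with 1 point per replicate number and a black bar at the mean. For each of the 6 genes, with the probe that stood for it, all points in miR-634 cells lie above those in miR-NC cells. The points of LAMP2 in miR-NC cells are the most spread.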

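The fold change of enrichment was over 1.85 for 1630 of the 10961 measured genes (14.9%), of which 1614 also had an adjusted p under 0.05 by limma. It was under 1/1.85 for 1284 genes (11.7%), of which 1247 passed the same threshold. Without a fold cutoff, limma called 3073 genes higher and 4742 lower in enrichment in miR-634 cells. The split depends on the scaling. It was 3843 higher and 3349 lower with the fold change centered on its median, and 7115 and 175 with scaling on the spike-in probes. In these settings, both added after seeing the data, 699 and 112 genes were under 1/1.85-fold. Of the 1655 genes over 1.85-fold in the arrays numbered 1, 1476 (89.2%) were also over 1.85-fold in the arrays numbered 2. Contrasts of the replicates with the same variance and no treatment effect put between 4 and 34 genes over 1.85-fold, with a mean of 18.6 over 8 sign patterns. With the fold change of the brighter XIAP probe as the cutoff, the count was 2635 genes. The count over 1.85-fold moved most with scaling on the spike-in probes, which was chosen after seeing the data, to 5424 genes. Under that scaling, the count over the fold change of XIAP stayed at 2635. Of the 2228 genes with more than 1 passing probe, 464 had any probe over 1.85-fold, and in 240 of these another probe was at or below 1.85-fold. The largest rises at an adjusted p under 0.05 that went the same way in the arrays of each number were those of MED30, with a fold change of 47.3, ATP6V0B (36.1), TMEM18 (28.4), UFC1 (27.3) and ANKRD37 (22.6). The largest falls were those of LYRM1, with a log2 fold change of -4.04, H3C1 (-4.00), TOE1 (-3.84), SPANXC (-3.57) and SPANXB1 (-3.57). SPANXC and SPANXB1 belong to a family of near-identical genes, and H3C1 is a histone gene with close copies, so their probes can take signal from other members. The order within these genes depends on the processing. With the mean of the probes, the fold change of enrichment of TMEM18 was 15.4, below UFC1 and ANKRD37. With normexp and quantile normalization, the fold change of enrichment of ANKRD37 was 12.5, and the fold change of enrichment of LYRM1 was 0.130 in place of 0.0610, the smallest of these falls. For MED30, the RIP level rose by 5.29 on the log2 scale and the input level changed by -0.27.

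**Figure D2:**
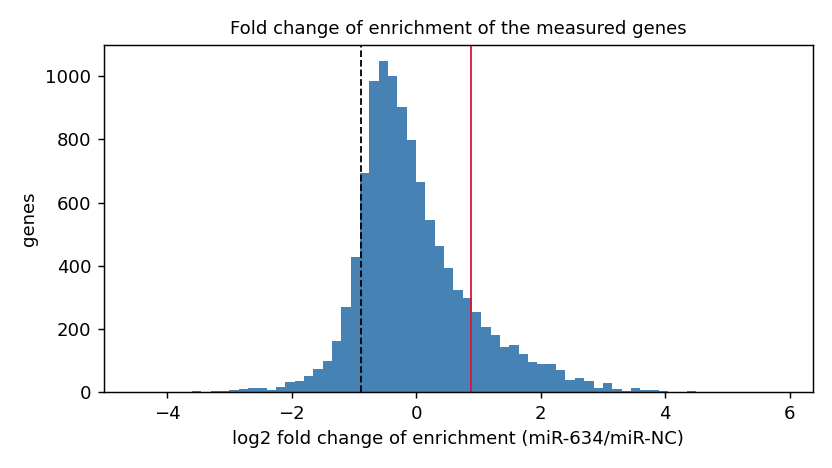
The number of genes is plotted against the log2 fold change of enrichment in miR-634 over miR-NC cells of the 10961 measured genes, in bins of equal width. The red line marks 1.85-fold and the dashed line 1/1.85-fold, with 1630 genes right of the red line and 1284 left of the dashed line.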

With these assays, we extracted 1,650 genes that were enriched by RIP in cells overexpressing *miR-634*, with a greater than 1.85-fold change detected in *XIAP* (Figure 3A). Alternatively, iTRAQ-based proteomic expression analysis identified 428 genes that were downregulated at the protein level in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change < 1.0) (Table S1). 

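Of the 428 genes of the proteomic list in Table S1, 369 were measured on the arrays, and 108 of these (29.3%) had a fold change of enrichment over 1.85. Among 10000 random lists of 369 measured genes matched on mean expression, this count had a median of 61 and did not exceed 90. By limma, 166 of the 369 genes were called higher and 120 lower in enrichment, and adjusted over the list alone 166 were called higher. The median log2 fold change of the list was 0.12 and its mean was 0.39. The camera test with a preset correlation of 0.01 gave a p of 0.000352 for a higher enrichment of the list. Fry gave 1.12e-06 and camera with an estimated correlation gave 0.0143, so the call held in each. The proteins that were measured and not lowered are not known here, so the random lists and camera compare with all measured genes. They cannot tell genes with a lowered protein from genes whose protein was detected. All 110 genes of Table S2, which the paper chose on these arrays, were measured. Of these, 103 had a fold change of enrichment over 1.85, with a median of 3.05 and a range from 1.26 to 16.2. The genes at or below 1.85-fold were HSPD1, MINDY3 (listed as FAM188A), MTMR2, NOM1, RAB1A, TMEM40 and YES1, of which all but HSPD1 were chosen for naming after their values were seen. Their place below the cutoff depends on the processing: all but MTMR2 and TMEM40 were over 1.85-fold with the authors' processed values, and MTMR2 and TMEM40 were over it with the mean of the probes. By limma, 109 of the 110 genes were called higher, and 109 when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. In the input, 99 of the 110 genes were lower in miR-634 cells, with a median log2 change of -0.26, and 60 passed the threshold, where 50.7% of all measured genes were lower. The RIP level had a median log2 change of 1.34 over these genes. Because a lower input in miR-634 cells raises the fold change on which the paper chose the list, the input and RIP values of these genes are not independent evidence either.

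**Figure D3:**
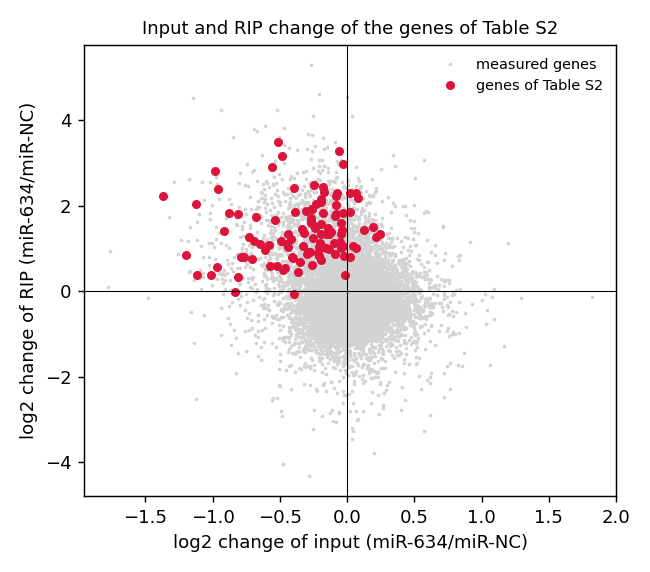
The log2 change of the RIP level is plotted against the log2 change of the input level (miR-634/miR-NC) for all measured genes (grey) and the genes of Table S2 (red). Most red points lie above 0 for the RIP and left of 0 for the input.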

Finally, 110 genes identified by both analyses were considered directly targeted by *miR-634* in A431 cells (Figure 3B; Table S2). These genes were significantly associated with mitochondrial organization, protein folding, and amino acid transport in the Gene Ontology (GO) enrichment analysis (Table S3). Furthermore, we found that mRNA expression was significantly upregulated in 42 of 110 genes in primary cSCC samples compared with normal skin (NS) samples on a Gene Expression Omnibus (GEO) expression array dataset (GEO: GSE32628) (Figure 3C). 

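In the arrays, all members of the first 3 terms of Table S3 had a higher enrichment in miR-634 cells at an adjusted p under 0.05 by limma. The fold change of enrichment of the 7 genes of mitochondrion organization ranged from 2.07 for BCL2L1 to 4.69 for SLC25A4, with a median of 3.09. For the 7 genes of protein folding it ranged from 1.71 for HSPD1, the member not over 1.85-fold in the main analysis, to 4.64 for FKBP9, with a median of 3.00. For the 5 genes of amino acid transport it ranged from 2.25 for SLC25A22 to 7.03 for SLC1A5, with a median of 2.78. The input level was lower in miR-634 cells for 5 of the 7 genes of mitochondrion organization, 6 of the 7 genes of protein folding and 3 of the 5 genes of amino acid transport. These genes come from Table S2, so they were chosen on these arrays. The enrichment of the terms themselves was not tested here.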

The top 10 genes among them, together with known *miR-634* target genes,^29^ were also upregulated in primary cSCCs compared to actinic keratosis (AK), a premalignant precursor for cSCC, in GEO: GSE32628 and NS in other datasets of GEO: GSE98780 and GSE45216 (Figure 3D), suggesting the possible implementation of a functional prediction method for the anti-tumor effect of *miR-634* in patients with cSCCs by using expression profiles of *miR-634* target genes in those tumors. Among these genes, the glutamine transporter *SLC1A5* (also known as *ASCT2*) was verified as a *miR-634* target gene in A431 cells; ASCT2-dependent glutamine uptake and subsequent glutaminolysis metabolism, which involves glutamine utilization, are essential for cancer cell survival and proliferation.^42^ In addition, *ASCT2* expression was gradually increased in AK and cSCC compared with NS on an expression array dataset (GEO: GSE32628), suggesting that this gene might be involved in the malignant progression of cSCC (Figure 3E). 

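In the RIP-chip analysis, SLC1A5 (NM_005628) had a log2 enrichment of -0.74 ± 0.09 (SD, n = 2) in miR-NC cells and 2.07 ± 0.13 (SD, n = 2) in miR-634 cells. Its log2 fold change of enrichment was 2.81 (standard error 0.11, adjusted p = 3.09e-06 by limma with Benjamini-Hochberg adjustment). The fold change was 6.30 in the arrays numbered 1 and 7.85 in those numbered 2. The RIP level changed by 2.42 on the log2 scale (standard error 0.08, adjusted p = 8.06e-07). The input level changed by -0.40 (standard error 0.08, adjusted p = 0.0141), and this input change no longer passed the threshold with no filter on dim probes or with any 1 of the 4 input arrays left out. Of the other genes in Fig. 3D named here, GRPEL2, SLC2A1, CTSL and CTSB had fold changes of enrichment of 3.73, 3.47, 3.13 and 2.85, and CD151, TFDP1 and CALR had 2.09, 2.05 and 2.01. BCL2L1 was between CD151 and TFDP1, and HSPD1 was the lowest of these genes. It was below 1.85-fold, but its fold change was 1.89 with quantile normalization, and it was also just over the cutoff with the authors' processed values and with the 75th percentile over all probes. From the enrichment by RIP and the lower protein level together, the paper considers genes such as SLC1A5 to be directly targeted by miR-634. For SLC1A5, the paper adds western blots, RIP-PCR and a luciferase reporter with a mutated binding site.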

Overexpression of *miR-634* downregulated the expression of ASCT2, and, conversely, *miR-634* knockdown by transfection with an anti-*miR-634* inhibitor upregulated ASCT2 expression (Figures 3F and 3G). Similarly, immunofluorescence analysis revealed that *miR-634* can negatively regulate the amount of ASCT2 protein localized on the A431 cell membrane (Figure 3H). The expression of ASCT2 was downregulated in tumors treated with *miR-634* ointment compared with those treated with *miR-NC* ointment, as shown by western blot analysis (Figure 3I). Furthermore, we identified putative *miR-634* binding sites within the 3′ UTR of the *ASCT2* gene and confirmed by RIP-PCR analysis that *ASCT2* mRNA was enriched by RIP with the anti-AGO2 antibody but not with normal immunoglobulin G (IgG) antibody (negative control) in cells overexpressing *miR-634* (Figure 3J). The luciferase activity of the wild-type (WT) 3′ UTR vector was significantly reduced compared to that of the empty vector, and this reduction was completely restored by mutation of a putative binding site (Figure 3K). These findings suggest that *miR-634* can downregulate *ASCT2* expression by directly binding its 3′ UTR. In addition, the uptake of ^15^N_2_-labeled glutamine was somewhat reduced following *miR-634* overexpression compared with *miR-NC* expression, as well as following the siRNA-mediated knockdown of *ASCT2* (Figure S5). Thus, these results suggest that *miR-634* can suppress glutaminolysis by directly targeting *ASCT2* in A431 cells.

**Figure 3:**
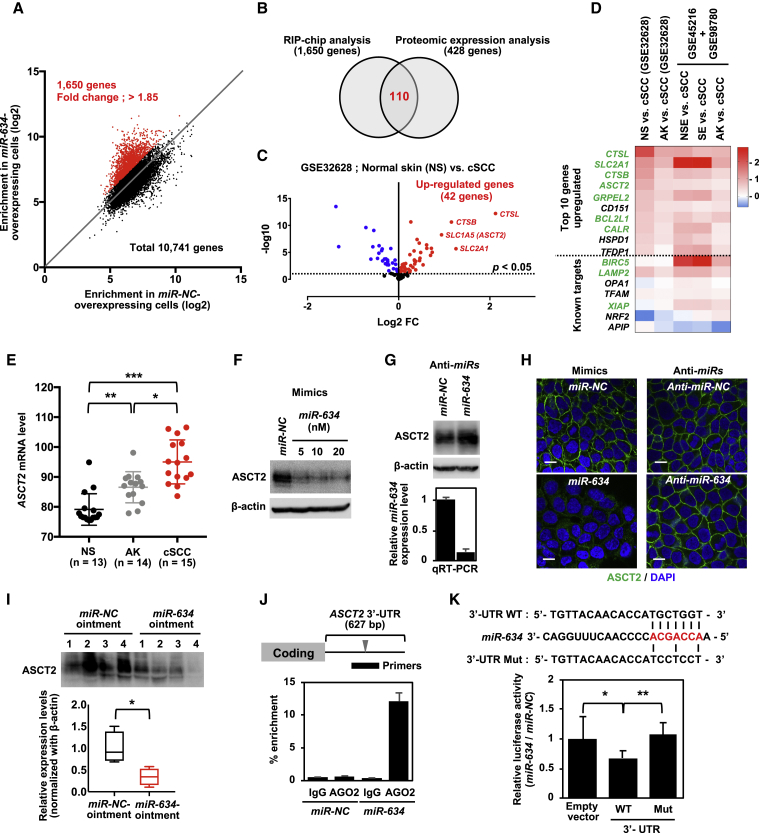
Identification of *ASCT2/SLC1A5* as a *miR-634* Target Gene (A) Correlation plot of enrichment (RIP/input) of 10,741 genes between *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells in the RIP-chip analysis. A total of 1,650 genes were extracted as enriched in the RIP following *miR-634* overexpression (red). (B) Proteomic expression analysis identified 428 genes that were downregulated at the protein level in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change [FC] < 1.0). Finally, 110 genes identified by both analyses were defined as directly targeted by *miR-634* in A431 cells. (C) Volcano plot of log_2_ ratio versus p value of differentially expressed genes between primary cSCC samples (n = 15) and normal skin (NS; n = 13) on an expression array dataset (GEO: GSE32628). Significantly upregulated or downregulated genes were indicated as red or blue dots, respectively. The dotted line indicates an adjusted p value threshold of 0.05. (D) Heatmap of log_2_ FCs of cSCC versus non-cancerous tissues from GEO: GSE32628 and a combined dataset of GEO: GSE98780 and GSE45216. AK, actinic keratosis; NSE, non-sun-exposed NS; SE, sun-exposed NS. Significantly upregulated genes in four out of five comparisons are highlighted in green. Within the heatmap, red color indicates the upregulation in cSCC compared to non-cancerous tissues, and the blue color indicates the downregulation in cSCC. (E) Expression level of *ASCT2* in NS (n = 13, black), AK (n = 14, gray), and cSCC (n = 15, red) from GEO: GSE32628. p values were calculated using the two-sided Student’s t test (∗p = 0.014 for cSCC versus AK, ∗∗p = 0.0006 for NS versus AK, and ∗∗∗p < 0.0001 for cSCC versus NS). (F) Western blotting analysis of ASCT2 in *miR-634*-overexpressing cells. After 3 days of transfection, cell lysates were prepared, separated by SDS-PAGE, and immunoreacted with the indicated antibodies. (G) Western blotting analysis of ASCT2 and expression analysis of *miR-634* in *miR-634*-inhibited cells. A431 cells were transfected with 100 nM anti-*miR-NC* or anti-*miR-634*. Upper panel: after 3 days of transfection, cell lysates were prepared, separated by SDS-PAGE, and immunoreacted with the indicated antibodies. Lower panel: qRT-PCR analysis of *miR-634* expression. Error bars indicate the SD. Data are presented as mean ± SD. (H) Immunofluorescence analysis of ASCT2. After 3 days of transfection, cells were fixed, blocked, and incubated with anti-ASCT2 antibodies. Images were obtained by confocal fluorescence microscopy. Scale bars, 10 μm. (I) Western blotting analysis of resected tumors. The cell lysates described in Figure 1I were separated by SDS-PAGE and immunoreacted with anti-ASCT2 antibodies. The expression levels of target genes in tumors treated with *miR-634* ointment relative to those treated with *miR-NC* ointment are indicated as boxplots. p values were calculated using the two-sided Student’s t test (∗p = 0.019). (J) RIP-PCR analysis of the *ASCT2* gene. Upper panel: a putative *miR-634* binding site within the 3′ UTR of the *ASCT2* gene. Lower panel: enrichment relative to IgG immunoprecipitation in *miR-NC*-overexpressing cells. Data are presented as mean ± SD. (K) Luciferase assays using reporter plasmids. The luciferase activity in *miR-634*-transfected cells relative to that in *miR-NC*-transfected cells is indicated on the vertical axis. Error bars indicate the SD. Data are presented as mean ± SD. p values were calculated using one-way ANOVA (∗p = 0.024 to empty vector, ∗∗p = 0.0046 to Mut vector).

### Augmentation of TKI-Induced Cytotoxicity by *miR-634*

EGFR TKIs (gefitinib and erlotinib) have been evaluated in clinical trials for the treatment of advanced cSCC but have shown only partial clinical benefit.^3^^,^^12^, ^13^, ^14^, ^15^ Various cytoprotective processes, including glutaminolysis, are involved in attenuating TKI-induced cytotoxicity.^16^, ^17^, ^18^, ^19^ Hence, we examined whether overexpression of *miR-634* enhances TKI-induced cytotoxicity. When A431 cells were transfected with increasing doses (1.0–10 nM) of *miR-634* and simultaneously treated with gefitinib (1–30 μM), capase-3/7 activity gradually increased in a dose-dependent manner compared with cells treated with gefitinib only (Figure 4A). The cell survival rate was reduced by treatment with combinations of gefitinib and *miR-634* at various doses, and analysis of the combination index (CI) indicated that *miR-634* significantly synergized with gefitinib in A431 cells (Figures 4B and 4C). Furthermore, ASCT2 expression was upregulated following treatment with gefitinib and downregulated by overexpression of *miR-634*, accompanied by increases in cleaved caspase-3 and cleaved PARP levels, as shown by western blotting (Figure 4D). This synergistic effect was also observed upon combined treatment with *miR-634* and erlotinib, another EGFR TKI (Figure S6). Thus, these findings suggest that the overexpression of *miR-634* synergistically enhances TKI-induced cytotoxicity in A431 cells.

**Figure 4:**
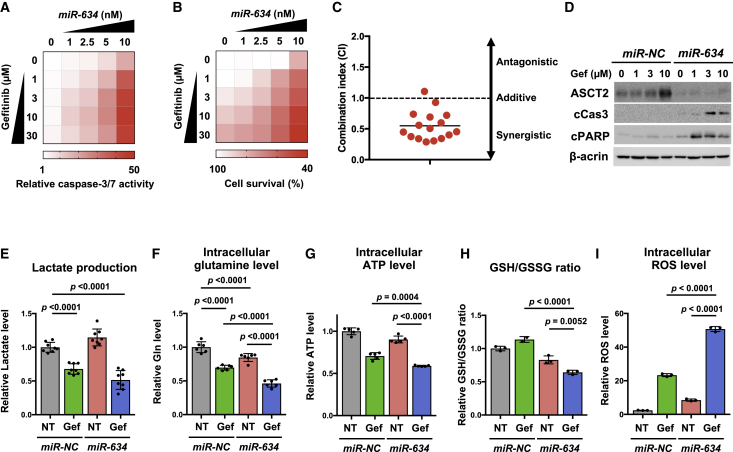
Augmentation of Gefitinib-Induced Cytotoxicity by *miR-634* (A) Caspase-3/7 activity assay. After 24 h of gefitinib treatment, caspase-3/7 activity was measured and normalized to the cell survival rate in each combined treatment group, and the results are reported as the relative rate compared with non-transfected and non-treated cells. (B) Cell survival assay. Cells were treated as described in (A). The results are reported as the relative rate compared with non-transfected and non-treated cells. (C) Combination index for A431 cells treated with gefitinib and *miR-634*. (D) Western blotting analysis of ASCT2 and apoptosis markers. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (E–I) Metabolite analysis of A431 cells treated with gefitinib (Gef) and/or *miR-634*. A431 cells were transfected with 10 nM *miR-NC* or *miR-634* and simultaneously treated with gefitinib (10 μM) for 24 h. Lactate production (E), intracellular glutamine levels (F), intracellular ATP levels (G), the GSH/GSSG ratio (H), and intracellular ROS levels (I) were measured and normalized to the cell survival rate. Error bars indicate the SD. Data are presented as mean ± SD. p values were calculated using two-way ANOVA.

To further understand the mechanism of synergism between *miR-634* and EGFR TKIs, we next assessed the changes in metabolite levels. TKIs potently suppress glycolysis,^43^^,^^44^ the metabolic pathway that produces ATP and various metabolites from glucose. Indeed, we confirmed decreased levels of lactate, a final product of glycolysis, in gefitinib-treated A431 cells (*miR-NC* + gefitinib and *miR-634* + gefitinib) (Figure 4E). Furthermore, we found that intracellular glutamine levels were moderately decreased by treatment with *miR-NC* + gefitinib or *miR-634* + nontreatment (NT), and this decrease was markedly enhanced by combined treatment of A431 cells with *miR-634* + gefitinib (Figure 4F). Glutaminolysis, the metabolic pathway for intracellular glutamine utilization, produces ATP as an energy source by fueling the mitochondrial tricarboxylic acid (TCA) cycle and GSH as a ROS scavenger. Corresponding with the decreased intracellular glutamine pool,^45^ the production of ATP and GSH, as indicated by a decrease in the ratio with oxidized GSH (GSSG), was markedly reduced by combined treatment with *miR-634* + gefitinib compared with *miR-NC* + gefitinib or *miR-634* + NT (Figures 4G and 4H). Incidentally, ROS accumulation was most apparent in cells treated with *miR-634* + gefitinib (Figure 4I). Thus, these findings suggest that overexpression of *miR-634* can synergistically enhance TKI-induced cytotoxicity by triggering severe energetic stress, accompanied by a marked decrease in the intracellular glutamine pool following the reduction in ATP and GSH and marked ROS accumulation. This energetic stress was also observed in cells treated with both *miR-634* and erlotinib (Figure S6). Additionally, we showed that siRNA-mediated *ASCT2* knockdown enhanced gefitinib-induced cytotoxicity, accompanied by a reduction in ATP production, suggesting that the *miR-634*-mediated inhibition of *ASCT2* partially contributes to the synergism with energetic stress (Figure S7).

### Improvement in Gefitinib Efficacy by Topical Treatment with *miR-634* Ointment *In Vivo*

Finally, we examined whether topical application of *miR-634* ointment improves the therapeutic effect of gefitinib *in vivo*. *miR-NC* ointment or *miR-634* ointment was topically applied to the subcutaneous tumors daily for 9 days (days 2–11 after cell injection), and mice were treated orally with vehicle or gefitinib on days 3, 5, 7, and 9 after cell injection (Figure 5A). Tumor growth was effectively inhibited in mice treated with gefitinib + *miR-634* ointment compared with mice treated with gefitinib + *miR-NC* ointment or vehicle + *miR-634* ointment (Figures 5B–5D). In addition, the delivery of *miR-634* into tumor cells and the downregulation of ASCT2 protein levels were confirmed in tumors treated with *miR-634* ointment (Figure 5E).

**Figure 5:**
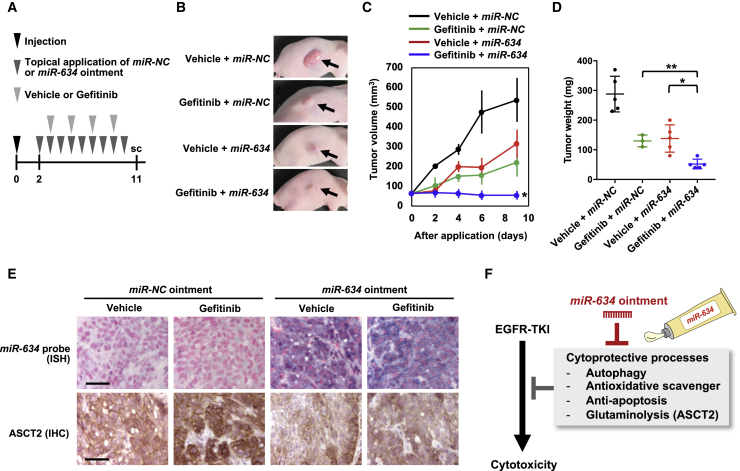
Improvement in the *In Vivo* Efficacy of Gefitinib by *miR-634* Ointment (A) Experimental schedule for the application of *miR-634* ointment and treatment with gefitinib. Mice were treated orally with vehicle (0.5% methylcellulose) or gefitinib (10 mg/kg) on days 3, 5, 7, and 9 after cell injection. At 9 days after the initial application, the mice were sacrificed, and the tumors were evaluated. (B) Representative images of subcutaneous tumors after 9 days of treatment. (C) Tumor volume in mice treated with vehicle + *miR-NC* ointment (n = 5), gefitinib + *miR-NC* ointment (n = 3), vehicle + *miR-634* ointment (n = 5), or gefitinib + *miR-634* ointment (n = 5). Error bars indicate the SD. Data are presented as mean ± SD. p values for the treatment with *miR-634* ointment + gefitinib were calculated using two-way ANOVA (p = 0.043 for *miR-NC* ointment + gefitinib and p = 0.0005 for *miR-634* ointment + vehicle). (D) The tumor weight in mice treated with *miR-NC* ointment or *miR-634* ointment is presented in the scatterplot. p values were calculated using two-way ANOVA (∗p = 0.0092, ∗∗p = 0.043). (E) ISH analysis of *miR-634* and IHC analysis of ASCT2 in resected tumors. The *miR-634*-specific probe appears purple in the cytoplasm, and the nucleus was counterstained with nuclear fast red. Scale bars, 50 μm. (F) Therapeutic potential of *miR-634* ointment to improve the efficacy of EGFR inhibitors.

Various cytoprotective cell survival processes, including anti-apoptosis signaling, antioxidant scavenging, autophagy, and glutaminolysis, are involved in attenuating TKI-induced cytotoxicity.^16^, ^17^, ^18^, ^19^, ^20^, ^21^ Our current and previous studies demonstrated that *miR-634* can directly and concurrently target multiple genes associated with these cytoprotective processes, including *ASCT2* in glutaminolysis. Therefore, we propose that topical treatment with *miR-634* ointment is a reasonable strategy for maximizing the efficacy of TKI-based therapy in cSCC through the concurrent modulation of multiple cytoprotective processes (Figure 5F).

## Discussion

To develop a novel therapeutic option for patients with cSCC who are not candidates for, or who refuse, surgical treatment, we formulated an ointment incorporating ds-*miR-634* mimics as an anticancer agent and showed that topical application of this ointment onto subcutaneous tumors inhibited *in vivo* tumor growth without toxicity in a human cSCC xenograft mouse model and a DMBA/TPA-induced papilloma mouse model. Thus, our findings in the current study strongly suggest the therapeutic potential of *miR-634* ointment for cSCC.

Considering the potential clinical use of *miR-634* ointment, it is important to define the toxicity of synthesized ds-*miR-634* mimics in the body. Similar to other nucleotide therapeutics involving oligonucleotides and siRNA, miRNA therapeutics carry the risk of unintended toxicity through two mechanisms: hybridization-independent and hybridization-dependent effects.^46^, ^47^, ^48^ Immune-mediated toxicity is a typical adverse event caused by immune activation through the recognition of artificial nucleotides in immune cells that occurs through a hybridization-independent mechanism.^49^ Indeed, a phase I study of the systemic administration of MRX34, a liposomal *miR-34a* mimic, in patients with advanced solid tumors showed adverse immune responses.^50^ In the current study, we did not observe any features associated with immune-mediated toxicity, such as immune cell infiltration of skin tissue and proinflammatory cytokine production, in mice topically treated with *miR-634* ointment. Notably, the delivery of *miR-634* into the internal organs, including the kidneys, liver, and lungs, of mice treated with *miR-634* ointment was quite limited. Thus, topical treatment is potentially less toxic to patients than systemic treatment but also allows for higher local *miR-634* levels at the tumor site. However, the safety for *miR-634* ointment, as well as the optimization of the therapeutic schedule and dosage, should be evaluated further in a large cohort of mice and multiple experimental models, including the DMPA/TPA-induced skin papilloma mouse model, for the clinical application of this therapeutic option.

Nevertheless, when *miR-634* is delivered into NS cells following the topical application of *miR-634* ointment, there is the possibility of hybridization-dependent toxicity due to the direct downregulation of multiple target genes in healthy cells. Our results showed no changes in any pathological structures or findings in the NS of mice topically treated with *miR-634* ointment. In addition, our previous study demonstrated that *miR-634*-induced cell death does not occur in normal cells, such as human fibroblasts, suggesting that the effect of *miR-634* may be specific to cancer cells.^29^ Furthermore, in the current study, we identified 110 genes that were directly targeted by *miR-634*. Hence, understanding the expression profiles of these target genes in various normal tissues, including skin, would help predict the hybridization-dependent toxicity of *miR-634* ointment clinically applied to humans.

Cancer cells utilize various metabolic pathways, including glycolysis and glutaminolysis, to meet the bioenergetic and biosynthetic demands for survival.^51^ EGFR TKIs potently suppress glycolysis and pharmacological inhibition of glutaminase, which facilitates the conversion of glutamine to glutamate and augments erlotinib-induced cytotoxicity by triggering energetic stress, suggesting that dual inhibition of glycolysis and glutaminolysis is a promising therapeutic anticancer strategy.^20^^,^^21^^,^^43^^,^^44^ Consistent with this idea, we found that the suppression of glutaminolysis through *miR-634*-mediated inhibition of *ASCT2* augmented TKI-induced cytotoxicity by triggering severe energetic stress, accompanied by a decrease in intracellular glutamine levels and a subsequent reduction in ATP and GSH and marked accumulation of ROS. Thus, the dual inhibition of glutaminolysis and glycolysis by combined treatment with *miR-634* ointment and a TKI is a reasonable strategy for improving the efficacy of EGFR TKIs in cSCC.

Nonsurgical options for systemic therapy, including chemotherapy, EGFR inhibitors, and anti-PD-1 antibodies, are used to treat cSCC that cannot be cured by surgery or radiotherapy due to the presence of numerous or extensive lesions and/or distant metastasis.^52^ Anti-PD-1 antibodies such as cemiplimab-rwlc appear to achieve higher response rates than do EGFR inhibitors and chemotherapy, and in 2018, cemiplimab-rwlc was approved by the US Food and Drug Administration (FDA) as the first medication for advanced cSCC. Therefore, PD-1 inhibitors are expected to become the new standard of care for patients with locally advanced and metastatic cSCC.^52^, ^53^, ^54^, ^55^ However, patients not eligible for anti-PD-1 treatment, e.g., organ transplant recipients or patients refractory to anti-PD-1 therapy, may be offered EGFR inhibitors and/or chemotherapy.^52^^,^^56^ EGFR inhibitors have a more favorable toxicity profile than chemotherapy and hence are more suitable for multimorbid and/or frail, elderly patients.^52^ In this context, combined treatment with *miR-634* ointment and EGFR inhibitors may achieve improved response rates and durations compared to EGFR inhibitors alone in locally advanced cSCC.

The ILTS can enhance the transdermal permeability of nucleotides in the hydrophobic field of skin tissue.^57^^,^^58^ Indeed, topical applications of ILTS-mediated ointments incorporating antisense oligonucleotides or siRNA onto mouse skin have achieved efficient knockdown of target genes in skin cells.^38^^,^^39^ By using the ILTS, we successfully achieved efficient permeability and delivery of *miR-634* into tumor cells in xenograft mice and DMBA/TPA-induced mouse papilloma cells. In general, RNA molecules are unstable due to nuclease-mediated degradation in the skin, as well as in blood circulation and other bodily fluids.^59^ Therefore, chemical modification during the synthesis of ds-*miR-634* mimics can further enhance *miR-634* delivery by increasing resistance to nucleases in the skin.^60^ Thus, it is necessary to optimize the *miR-634* ointment formulation at the preclinical stage prior to first-in-human studies for cSCC.

## Materials and Methods

### Cell Culture

A431 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and normal human fibroblasts (WI-38, TIG-1, and IMR-90 cells) were obtained from the JCRB cell bank (Tokyo, Japan). The cultures were maintained in DMEM (Wako, Tokyo, Japan) at 37°C with 5% CO_2_. Once resuscitated, the cell lines were authenticated by monitoring cell morphology.

### Antibodies and Reagents

Antibodies against the following proteins were used: caspase-3 (#9662), cleaved caspase-3 (#9661), cleaved PARP (#9541), XIAP (#2042), and BIRC5 (#2808) (Cell Signaling Technology, Danvers, MA, USA); β-actin (A5441), LC3B (L7543), and TFAM (SAB1401383) (Sigma, St. Louis, MO, USA); APIP (ab98153), OPA1 (ab42364), and LAMP2 (ab18529) (Abcam, Cambridge, UK); NRF2 (sc-13032) and p62/SQSTM1 (sc-28359) (Santa Cruz Biotechnology, Dallas, TX, USA); and ASCT2 (Proteintech, Rosemont, IL, USA). Gefitinib and erlotinib were purchased from Tokyo Chemical Industry (Tokyo, Japan) and Wako (Tokyo, Japan), respectively. The stable isotope l-glutamine-^15^N_2_ was purchased from Taiyo Nippon Sanso (Tokyo, Japan).

### miRNA and siRNA Synthesis and Transfection

The *miRVana miR-634* mimic (4464066) and negative control 1 (*miR-NC*; 4464058), anti-*miR-634* (AM17000), and anti-*miR-NC* (AM17010) were obtained from Thermo Fisher Scientific (Waltham, MA, USA). The siRNA targeting *ASCT2* (pool of four sequences; siGENOME SMARTpool; M-007429-01) and negative control (*siNC*; siGENOME SMARTpool; D-001206-14) were obtained from Dharmacon (Lafayette, CO, USA). Cells were transfected with miRNA or siRNA using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions.

### Cell Survival Assay

Cell survival was assessed by crystal violet (CV) staining. The cells were washed in PBS and fixed with 0.1% CV (Wako, Tokyo, Japan) and 4% formaldehyde in PBS for 3 min. The excess CV solution was discarded, and the stained cells were completely air-dried and then lysed in the plates with 2% SDS (Wako) by shaking for 1 h. The optical density (OD) was measured at 560 nm using a microplate reader (Synergy H1; BioTek, VT, USA) The percentage absorbance in each well was determined. The OD values of cells in control wells were arbitrarily set at 100% to determine the percentage of viable cells.

### 3D Spheroid Culture

Cells were transfected with 10 nM *miR-NC* or *miR-634*. After 5 h of transfection, the cells were suspended in standard medium containing 2% Matrigel and seeded in 96-well plates (3.0 × 10^3^ cells/well) precoated with 75 μL/well of Matrigel (BD Biosciences, San Jose, CA, USA) as a basement membrane by incubation at 37°C for 30 min. All microscopy images were captured using a Nikon Eclipse E400 (Nikon, Tokyo, Japan), and the spheroid size was measured using ImageJ software (National Institutes of Health, MD, USA).

### Determination of the Apoptotic Cell Population

Apoptotic cells were stained with the MEBCYTO apoptosis kit (MBL, Nagoya, Japan), and cell population analysis was performed using an Accuri flow cytometer (Becton Dickinson, San Jose, CA, USA). The median fluorescence intensity was calculated using FlowJo software.

### Formulation of miRNA ointments

The ILTS (MEDRx, Kagawa, Japan) was used to formulate the ointments incorporating miRNAs. With this approach, ionic liquid is prepared from organic acids and amines. The molecular assembly involves the equilibrium reaction of ionic liquid/acid/amines and hydrogen bond interactions to enhance the transdermal permeability of drugs or nucleotides in the hydrophobic field of skin tissue. The 0.2% ointment incorporating ds-*miR-NC* mimic or ds-*miR-634* mimic was formulated (2 mg of miRNA/mL of ointment), and 10–20 μL of ointment (20–40 μg of miRNA) was topically applied every day onto subcutaneous tumors in A431 xenograft mice, skin in BALB/c mice, or papillomas in FVB/NJcl mice.

### *In Vivo* Tumor Growth Assay

Six-week-old female BALB/c nude mice were purchased from Charles River Laboratories (Yokohama, Japan). A total of 4.0 × 10^6^ A431 cells in 100 μL of PBS were subcutaneously injected into the flanks of the mice. On day 2 after tumor cell inoculation, the topical application of miRNA ointment (*miR-NC* or *miR-634*) to subcutaneous tumors was initiated. Tumor volume was calculated using the following formula: 4/3 × π × (shortest diameter)^2^ × (longest diameter)/2. For animal studies, experiments for the xenograft mouse model or for the DMBA/TPA-induced papilloma mouse model were approved by the Tokyo Medical and Dental University Animal Care and Use Committee or the Committee on the Ethics of Animal Experiments of Nihon University School of Medicine, respectively.

### ISH Analysis

The ISH assay was performed on formalin-fixed, paraffin-embedded (FFPE) tissue sections according to the manufacturer’s instructions (miRCURY LNA miRNA ISH optimization kit; Exiqon, Vedbaek, Denmark). In brief, the sections were deparaffinized in xylene, rehydrated with a graded ethanol series, and incubated with proteinase K (Exiqon) for 10 min at 37°C. Then, the sections were hybridized with digoxigenin (DIG)-labeled *miR-634* probes (Exiqon) for 1 h at 55°C, washed stringently, incubated with blocking agent for 15 min, and probed with a specific anti-DIG antibody (Sigma) directly conjugated to alkaline phosphatase (AP; Roche, Basel, Switzerland). AP converts the soluble substrates 4-nitro-blue tetrazolium (NBT) and 5-bromo-4-chloro-indolyl phosphate (BCIP) into a dark blue water- and alcohol-insoluble NBT-BCIP precipitate. Finally, the sections were counterstained with nuclear fast red (Vector Laboratories).

### IHC and Hematoxylin and Eosin (H&E) Staining

The sections were deparaffinized in xylene and rehydrated using a graded ethanol series (100%, 90%, 80%, 70%, and 50%) in water. After antigen retrieval by boiling in 10 mM citrate buffer (pH 6.0), the sections were treated with 0.3% hydrogen peroxide in methanol to inactivate endogenous peroxidase. Nonspecific binding was blocked by incubation with goat serum in PBS. Next, the slides were incubated overnight at room temperature with rabbit antibodies against BIRC5, XIAP, APIP, and ASCT2. The bound antibody was visualized using diaminobenzidine as the chromogen (Vectastain Elite ABC kit, Vector Laboratories), and the sections were lightly counterstained with hematoxylin (Wako). The sections were also sequentially stained with H&E (Wako).

### qRT-PCR

Total RNA was isolated using TRIsure reagent (Nippon Genetics, Tokyo, Japan) according to standard procedures. Single-stranded cDNA was generated from the total RNA using a PrimeScript II first-strand cDNA synthesis kit (Takara Bio, Shiga, Japan). Quantitative real-time RT-PCR was performed using an ABI Prism 7500 Fast real-time PCR system, TaqMan universal PCR master mix, a TaqMan reverse transcription kit, and TaqMan miRNA assays (*miR-634*; assay ID: 001576; Applied Biosystems, Waltham, MA, USA) according to the manufacturer’s instructions. Gene expression values are presented as the ratio (difference in threshold cycle [Ct] values) between *miR-634* and an internal reference, *RNU6B* (for human; assay ID: 001093) or *snoRNA202* (for mouse; assay ID: 001232).

### Western Blotting

Whole-cell lysates were separated by SDS-PAGE, and the proteins were transferred to polyvinylidene fluoride (PVDF) membranes (GE Healthcare, Chicago, IL, USA). To detect LAMP2, cell lysates were prepared under nonreducing conditions (without 2-mercaptoethanol [2-ME]). After being blocked with Tris-buffered saline (TBS) containing 0.05% Tween 20 (Sigma) and 5% nonfat dry milk (Becton Dickinson) for 1 h, the membrane was incubated overnight with primary antibodies, washed, and incubated for 3 h with horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit IgG secondary antibody (both at 1/4,000; GE Healthcare). The bound antibodies were visualized with a LAS3000 imaging system (Fujifilm, Tokyo, Japan) using a Pierce enhanced chemiluminescence (ECL) western detection kit according to the manufacturer’s instructions (Thermo Scientific). The intensity of each band was measured using Multi Gauge version 3.0 imaging software. The intensity of each *miR-634* target gene band was measured and normalized to the intensity of the β-actin band. The complete unedited images are represented in the Supplemental Information.

### Measurement of Plasma AST and ALT Levels in Mice

AST and ALT levels were measured using an AST/ALT assay kit (Wako) on a Hitachi 7180 biochemical analyzer (Hitachi, Japan) in Oriental Yeast (Tokyo, Japan).

### ELISA

ELISAs were performed to detect TNF-α, IFN-γ, and IL-6 protein levels in mouse serum. Quantitative analysis was performed using mouse-specific ELISA kits (TNF-α, KE10002; IFN-γ, KE10001; and IL-6, KE10007; Proteintech) according to the manufacturer’s protocol.

### RIP Microarray (RIP-Chip) and RIP-PCR Analyses

RIP was performed according to the manufacturer’s instructions for the RiboCluster Profiler RIP assay kit for miRNA (MBL International). Cells were transfected with 10 nM *miR-NC* or *miR-634* and then lysed after 24 h. The lysates were precleared and incubated with AGO2 antibody-immobilized beads or normal rabbit IgG antibody-immobilized beads for RIP. Each bead complex was washed, and RNA was isolated. For gene expression analysis, RNA from AGO2-RIP and total RNA (input) were labeled and hybridized on the Agilent 8 × 60K array according to the manufacturer’s instructions (Agilent Technologies). Each experiment was performed in duplicate, and the data were analyzed with GeneSpring software (Agilent Technologies). The 10,741 genes expressed in both *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells were selected, and the enrichment (RIP/input) of these genes in the two groups of cells was calculated. Then, the fold change of enrichment (*miR-634*/*miR-NC*) was calculated. The fold change for the positive control *XIAP* (1.85), a *miR-634* target gene, was used as the cutoff value. The microarray data from this publication have been submitted to the GEO database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GEO: GSE159093.

For RIP-PCR analysis, cDNA was synthesized from RNA isolated by AGO2-RIP or IgG-RIP and from total RNA (input), and real-time PCR was performed using primers within the *ASCT2* 3′ UTR (627 bp; forward, 5′-CTGCTGCGTCCCCACCGTGA-3′, and reverse, 5′-AACTACAGCCGCCAAAATA-3′) based on NCBI accession number GenBank: NM_005628.

### Gene Expression Microarray Data Analysis

Three expression microarray datasets of GEO: GSE32628, GSE45216, and GSE98780 in cSCC samples were downloaded from GEO. There are 13 NSs, 14 AKs, and 15 cSCCs in GEO: GSE32628, 10 AKs and 30 cSCCs in GEO: GSE45216, and 16 non-sun-exposed (NSE) NSs, 20 sun-exposed (SE) NSs, and 18 AKs in GEO: GSE98780, respectively. In order to analyze a dataset combining GEO: GSE45216 and GSE98780, which are profiled using the same platform of Affymetrix Human Genome U133 Plus 2.0 Array, all CEL files of 94 total samples were assembled and processed together. Quality control (QC) and normalization were performed with GeneSpring software (Agilent Technologies, CA, USA). The available normalized expression values in log_2_ scale were used. Significant differential expressions were identified using the adjusted p value <0.05.

### Proteomic Expression Analysis

Cells were transfected with 10 nM *miR-NC* or *miR-634* and lysed after 24 h. The iTRAQ-based proteomic expression analysis was performed by Integral Consulting. Each sample was digested with trypsin (AB Sciex), labeled with iTRAQ, combined, fractionated into six fractions by strong cation exchange chromatography (SCX), and desalted using a C18 column. Each peptide fraction was analyzed using a Q Exactive Plus (Thermo Fisher Scientific) coupled online with a capillary high-performance liquid chromatography (HPLC) system (EASY-nLC 1200, Thermo Fisher Scientific) to acquire tandem mass spectrometry (MS/MS) spectra. Proteome Discoverer (version 2.1, Thermo Fisher Scientific) was used to search the Swiss-Prot protein database and perform iTRAQ label-based quantification.

### GO Analysis

GO analysis of differentially expressed genes was performed with DAVID (https://david.ncifcrf.gov/summary.jsp), and an enrichment score with p <0.05 was considered significant.

### Immunofluorescence Analysis

For ASCT2 immunostaining, cells were fixed with 10% TCA for 15 min on ice, permeabilized with 0.1% Triton X-100 for 5 min, blocked with PBS containing 0.01% Triton X-100 and 3% BSA for 1 h, and then incubated overnight with anti-ASCT2 antibodies (1:3,000 dilution). Bound antibodies were visualized using Alexa Fluor 488 anti-rabbit IgG antibody (1:2,000 dilution; Life Technologies), and coverslips were mounted in Vectashield containing DAPI (Vector Laboratories). Intracellular mitochondria were stained with 100 nmol/L MitoTracker Red CMXRos (Life Technologies) for 30 min at 37°C. After fixation with 10% TCA, coverslips were mounted in Vectashield containing DAPI (Vector Laboratories). Images were obtained by confocal fluorescence microscopy (Nikon).

### Luciferase Reporter Assay

Luciferase reporter plasmids were constructed by inserting PCR products corresponding to the 3′ UTR of *ASCT2* into the *NheI/XhoI* sites downstream of the luciferase gene within the pmirGLO dual-luciferase miRNA target expression vector (Promega). The following primer sequences were used: *NheI*, forward, 5′-CTAGCTAGCCTGCTGCGTCCCCACCGTGA-3′; and *XhoI*, reverse, 5′-CCGCTCGAGCAACTACAGCCGCCAAAATA-3′. Site-specific mutagenesis was performed using the KOD Plus mutagenesis kit (Toyobo) and the following primers: forward, 5′-CCTCCTTATTTTGGCGGCTGTAGG-3′; and reverse, 5′-ATGGTGTTGTAACATCCGCTAG-3′. Cells were transfected with empty vector, WT *ASCT2* vector, or mutant (Mut) *ASCT2* vector and after 5 h with 20 nmol/L miRNA (*miR-NC* or *miR-634*). After 36 h of miRNA transfection, firefly and *Renilla* luciferase activity was measured using the dual-luciferase reporter assay system (Promega), and relative luciferase activity was calculated by normalizing firefly luciferase activity to *Renilla* luciferase activity (internal control).

### Caspase-3/7 Activity Assay

Caspase-3/7 activity was determined with a Caspase-Glo 3/7 assay (Promega) according to the manufacturer’s instructions. Luminescence was measured using a multiplate leader (BioTek).

### Determination of Intracellular ROS Levels by Fluorescence-Activated Cell Sorting (FACS) Analysis

For the ROS detection assay, cells were incubated with 20 μM 2′,7′-dichlorofluorescein diacetate (DCFDA) for 30 min at 37°C with 5% CO_2_. Fluorescence intensity was measured using an Accuri flow cytometer. For each analysis, the median fluorescence intensity was calculated using FlowJo software.

### CI

Cells were treated with the indicated therapeutic combinations, and cell viability was measured using a CV staining assay. The Combination Index (CI) was calculated using CalcuSyn (Biosoft) according to the methods reported by Chou and Talley.^61^ CI <1 indicates a synergistic drug-drug interaction.

### Measurement of Metabolites

Metabolite levels per cells were measured by using the Lactate-Glo assay kit (Promega), Glutamine/Glutamate-Glo assay kit (Promega), *GSH*/*GSSG*-Glo assay kit (Promega), and luminescent ATP detection assay kit (Abcam) according to the manufacturers’ instructions.

### *In Vivo* Cy3-*miR-634* Permeability in Tumors

A 0.2% ointment incorporating Cy3-labeled *miR-634* (2 mg/mL) was formulated using ILTS, and Cy3-*miR-634* ointment was topically applied to subcutaneous A431 xenograft tumors in mice. At 1 h after ointment application, tumors were resected, fixed with 10% buffered formalin, infused in 10%–30% sucrose, and infiltrated with OCT. Tissues embedded in OCT were sectioned at 15-μm thickness and mounted in Vectashield containing DAPI (Vector Laboratories). Images were obtained by confocal fluorescence microscopy (Nikon).

### DMBA/TPA-Induced Papilloma Mouse Model

Six-week-old male FVB/NJcl mice were purchased from Charles River Laboratories (Yokohama, Japan). To induce skin carcinogenesis, mice were treated with the two-stage carcinogenesis protocol, in which DMBA (Sigma-Aldrich) and TPA (Sigma-Aldrich) were used as the carcinogen and promoter, respectively. At 7–8 weeks of age, the mouse back was carefully shaved with an electric clipper. Two days after shaving, 200 μL of 487.5 μM DMBA dissolved in acetone was applied to the bare dorsal back skin. Seven days after the initial DMBA treatment, the mice were exposed to 400 μL of 81 μM TPA dissolved in acetone twice weekly for 10 weeks. Then, the mice were assessed for the presence of papilloma and divided into two groups. *miR-NC* ointment or *miR-634* ointment (20–40 μg miRNA) was topically applied to papillomas twice weekly, and the tumors were measured every 2 weeks. At 59 days after the first treatment, animals were sacrificed, and tumors were dissected. Papillomas were collected and frozen in liquid nitrogen.

### Glutamine Uptake Assay

The culture medium was supplemented with 300 μg/ml l-glutamine-^15^N_2_ (^15^N_2_-Gln). After 15 min (for siRNA) or 2 h (for miRNAs), hydrophilic metabolites were extracted, and ^15^N_2_-Gln levels were measured by liquid chromatography (LC)/MS analysis.

### Statistical Analysis

Statistical significance was assessed by the two-tailed Student’s t test or ANOVA (for multiple comparisons) using Prism version 5.04 (GraphPad, La Jolla, CA, USA). Results with p ≤0.05 were considered statistically significant.

# Supplementary material for: Improving the Efficacy of EGFR Inhibitors by Topical Treatment of Cutaneous Squamous Cell Carcinoma with miR-634 Ointment
**Source:** Mol Ther Oncolytics. 2020 Oct 22;19:294–307. doi: 10.1016/j.omto.2020.10.009

# Improving the Efficacy of EGFR Inhibitors by Topical Treatment of Cutaneous Squamous Cell Carcinoma with *miR-634* Ointment

Jun Inoue,<sup>1</sup> Kyoko Fujiwara,<sup>2</sup> Hidetoshi Hamamoto,<sup>3</sup> Katsunori Kobayashi,<sup>3</sup> and Johji Inazawa<sup>1,4</sup>

<sup>1</sup>Department of Molecular Cytogenetics, Medical Research Institute, Tokyo Medical and Dental University (TMDU), Tokyo, Japan; <sup>2</sup>Department of Anatomy, Nihon University School of Dentistry, Tokyo, Japan; <sup>3</sup>MEDRx Co., Ltd., Kagawa, Japan; <sup>4</sup>Bioresource Research Center, Tokyo Medical and Dental University (TMDU), Tokyo, Japan

For cutaneous squamous cell carcinoma (cSCC), topical treatment is an essential option for patients who are not candidates for, or who refuse, surgery. Epidermal growth factor receptor (EGFR) plays a key role in the development of cSCC, but EGFR tyrosine kinase inhibitors (TKIs), such as gefitinib, have shown only partial clinical benefit in this disease. Thus, there is an unmet need to develop novel strategies for improving the efficacy of TKIs in cSCC. We previously demonstrated that the tumor-suppressive microRNA (miRNA) *miR-634* functions as a negative modulator of the cytoprotective cancer cell survival processes and is a useful anticancer therapeutic agent. In the present study, we found that topical application of an ointment containing *miR-634* inhibited *in vivo* tumor growth without toxicity in a cSCC xenograft mouse model and a 7,12-dimethylbenz[*a*]anthracene (DMBA)/12-*O*-tetradecanoylphorbol-13-acetate (TPA)-induced papilloma mouse model. Functional validation revealed that *miR-634* overexpression reduced glutaminolysis by directly targeting *ASCT2*, a glutamine transporter. Furthermore, overexpression of *miR-634* synergistically enhanced TKI-induced cytotoxicity by triggering severe energetic stress *in vitro* and *in vivo*. Thus, we propose that topical treatment with *miR-634* ointment is a useful strategy for improving for EGFR TKI-based therapy for cSCC.

## INTRODUCTION

Cutaneous squamous cell carcinoma (cSCC) is the second most common form of human cancer, and its annual incidence is increasing.<sup>1</sup> Outcomes in patients with cSCC are excellent in terms of survival; more than 90% of cSCCs are cured by initial treatment, such as surgical excision, cryosurgery, and radiotherapy.<sup>1–4</sup> However, surgery may not be the best option for patients with numerous or extensive lesions, elderly patients, or patients who are concerned about cosmetic outcomes.<sup>4,5</sup> While topical medications, including the topical chemotherapeutic agent 5-fluorouracil (5-FU), have been used as nonsurgical treatments for cSCC, the long treatment duration and severe side effects limit patient compliance and, consequently, therapeutic efficacy.<sup>5–9</sup> Thus, it is necessary to develop more effective and safer topical treatments for patients with cSCC.

Epidermal growth factor receptor (EGFR) signaling is one of the most intensely studied determinants of epithelial cell proliferation and is persistently activated in various human cancers, including cSCC.<sup>10,11</sup> EGFR overexpression is observed in 70% of cSCCs and is associated with poor outcome in patients with cSCC.<sup>10</sup> EGFR inhibitors, including monoclonal antibodies (e.g., cetuximab and panitumumab) and tyrosine kinase inhibitors (TKIs; e.g., gefitinib and erlotinib), have been evaluated in clinical trials for the treatment of advanced cSCC but have shown only partial clinical benefit.<sup>3,12–15</sup> Notably, a phase II study of gefitinib, which was initially studied in chemotherapy-refractory non-small-cell lung cancer (NSCLC), recently demonstrated modest activity in advanced cSCC, with an overall response rate of 16%.<sup>14</sup> TKI-induced cytotoxicity is attenuated by various cytoprotective cell survival processes, including anti-apoptosis signaling, antioxidant scavenging, and autophagy.<sup>16–19</sup> Furthermore, glutaminolysis, a metabolic process involving glutamine utilization that produces ATP as an energy source and glutathione (GSH) as a reactive oxygen species (ROS) scavenger, is also involved in attenuating TKI-induced cytotoxicity.<sup>20,21</sup> Therefore, negatively modulating these cytoprotective processes may be a reasonable strategy for improving the efficacy of EGFR TKIs in cSCC.

MicroRNAs (miRNAs) are endogenous, small noncoding RNAs that can negatively regulate gene expression by interfering with the translation and/or stability of multiple target transcripts through direct binding to the 3' untranslated region (UTR), thereby modulating numerous biological processes.<sup>22,23</sup> Given that tumor-suppressive miRNAs (TS-miRNAs) have the potential to simultaneously regulate multiple targets in cancer-related cascades, the therapeutic use of TS-miRNAs could represent a novel anticancer strategy.<sup>24,25</sup> We previously identified multiple TS-miRNAs that inhibit human cancer cell growth, cell invasion, and chemoresistance.<sup>26–34</sup> Notably,

Received 2 August 2020; accepted 17 October 2020;  
<https://doi.org/10.1016/j.omto.2020.10.009>

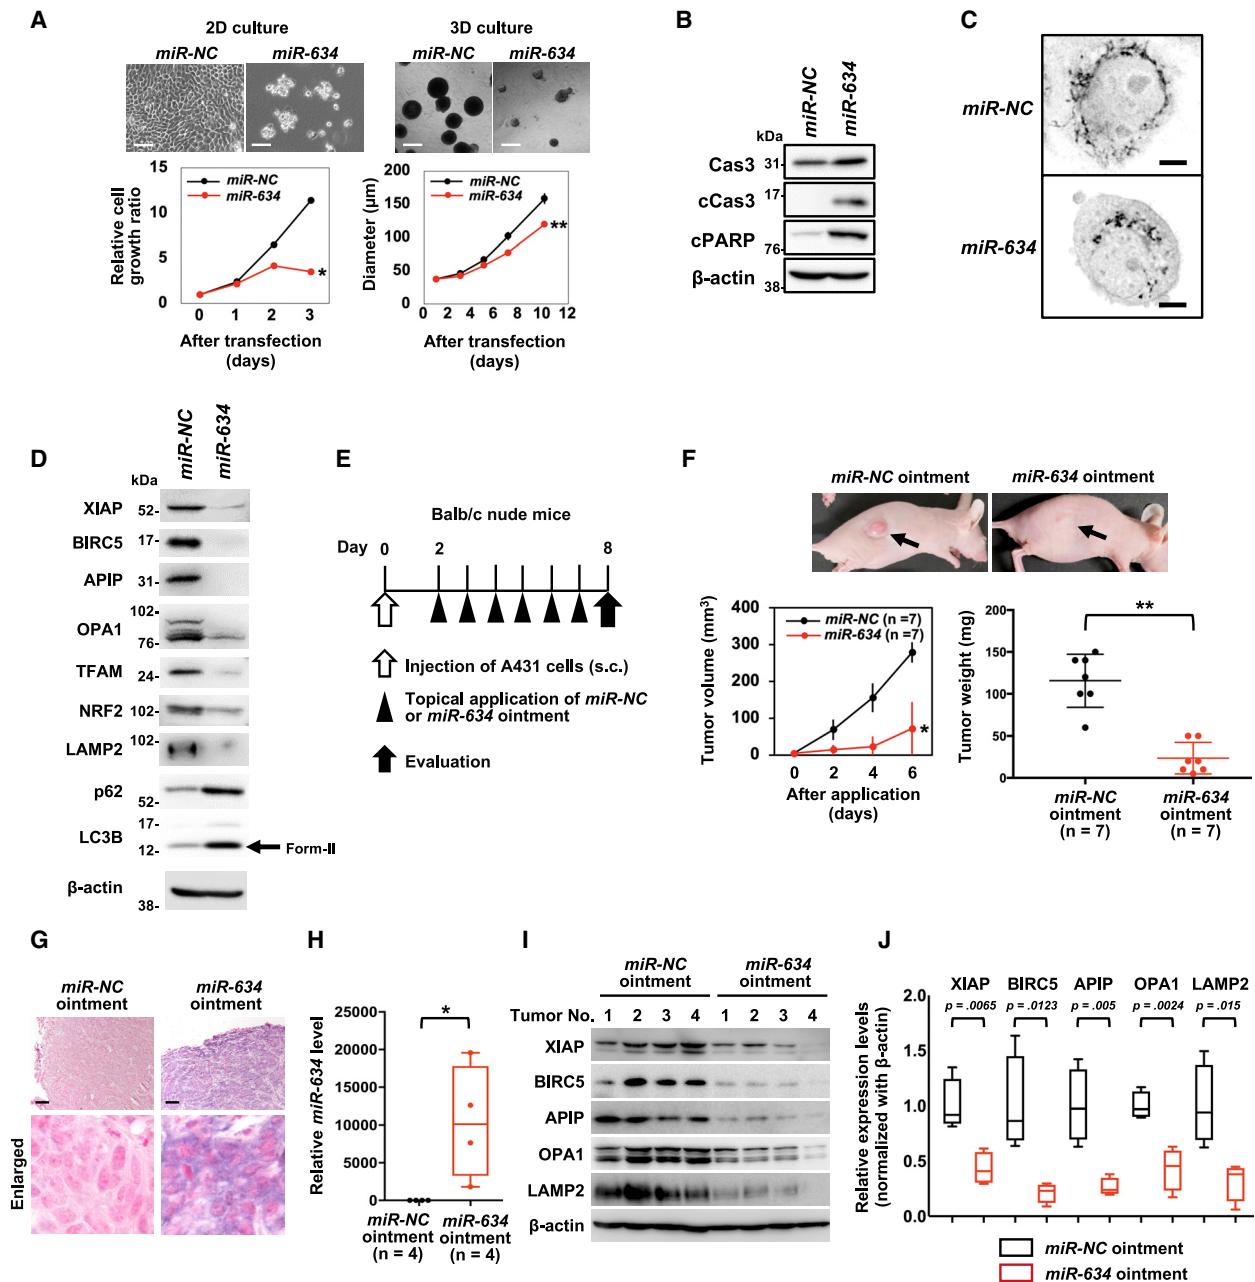

**Figure 1. Therapeutic Potential of miR-634 Ointment for cSCC**

(A) Cell growth assay in 2D or 3D *in vitro*. Scale bars, 2D, 50 μm; 3D, 100 μm. Bars indicate the SD. The error bars are not visible because they are too small. Data are presented as mean  $\pm$  SD. *p* values were calculated using the two-sided Student's *t* test (\**p* = 0.0001, \*\**p* = 0.002). (B) Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (C) Representative images of mitochondrial staining. Images are represented in the grayscale. Scale bars, 2 μm. (D) Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. The arrow indicates the band corresponding to LC3B-II, an autophagosome marker. (E) Experimental schedule for therapeutic applications. (F) *In vivo* tumor growth assay. Upper panel: representative images of subcutaneous tumors at day 6 after initial treatment. Lower left panel: tumor volume in mice treated with miR-NC ointment (*n* = 7) or miR-634 ointment (*n* = 7). Errors bars indicate the SD. Lower right panel: scatterplot of tumor weight in mice treated with miR-NC ointment or miR-634 ointment. Data are presented as mean  $\pm$  SD. *p* values were calculated using the two-sided Student's *t* test (\**p* = 0.0017, \*\**p* < 0.0001). (G) Representative images of ISH in tumors from mice treated with miR-NC ointment or miR-634 ointment. The miR-634-specific probe appears purple in the cytoplasm, and the nucleus was counterstained with nuclear fast red. Scale bars, 100 μm. (H) qRT-PCR analysis of miR-634 expression in resected tumors. miR-634 expression levels in tumors from mice treated with miR-NC ointment (*n* = 4) or miR-634 ointment (*n* = 4) were measured by qRT-PCR, and the results are shown in the boxplot. *P* values were calculated using the two-sided Student's *t* test (\**p* = 0.0326). (I)

(legend continued on next page)

*miR-634* overexpression effectively induced apoptosis in various cancer cells by directly and concurrently targeting multiple genes associated with cytoprotective processes, including those involved in mitochondrial homeostasis (*OPA1* and *TFAM*), anti-apoptosis signaling (*APIP*, *XIAP*, and *BIRC5*), antioxidant scavenging (*NRF2*), and autophagy and lysosomal degradation (*LAMP2*).<sup>29</sup> Furthermore, the overexpression of *miR-634* markedly enhanced chemotherapy-induced cytotoxicity in esophageal squamous cell carcinoma (ESCC) cells.<sup>29</sup> Additionally, the local injection of synthetic double-strand (ds) *miR-634* mimic into ESCC xenograft tumors was shown to be therapeutically effective.<sup>29</sup> Recently, we demonstrated that the intravenous administration of lipid nanoparticles (LNPs) harboring *miR-634* effectively delivered *miR-634* into tumor cells and significantly suppressed *in vivo* tumor growth in a pancreatic xenograft mouse model.<sup>35</sup> Thus, our accumulated findings strongly suggest that *miR-634* functions as a negative modulator of cytoprotective processes and that the ds-*miR-634* mimic is a useful agent for miRNA-based cancer therapeutics. In the present study, we sought to formulate an ointment incorporating ds-*miR-634* mimics (*miR-634* ointment) and evaluate its therapeutic potential in a human cSCC xenograft mouse model and a 7,12-dimethylbenz[*a*]anthracene (DMBA)/12-*O*-tetradecanoylphorbol-13-acetate (TPA)-induced papilloma mouse model. We further aimed to verify the ability of *miR-634* ointment to improve the efficacy of EGFR TKIs for cSCC.

## RESULTS

### Therapeutic Potential of *miR-634* Ointment in cSCC

We first found that *miR-634* overexpression effectively inhibited the growth of A431 cells, a well-known cSCC cell line, under both 2D and 3D (anchorage-independent) culture conditions (Figure 1A). Apoptotic features, including marked increases in cleaved caspase-3 and PARP levels and mitochondrial injury, as indicated by fragmented morphology, were observed in *miR-634*-overexpressing cells compared with *miR*-negative control (NC)-overexpressing cells (Figures 1B and 1C). As we have previously shown that the sensitivity to *miR-634* was very low in normal fibroblasts, *miR-634* overexpression markedly induced apoptosis in A431, whereas not in three normal fibroblasts (WI-38, IMR-90, and TIG-1 cells) (Figure S1).<sup>29,35</sup> The expression levels of *miR-634* target genes, such as *XIAP*, *BIRC5*, *APIP*, *OPA1*, *TFAM*, *NRF2*, and *LAMP2*, were decreased following *miR-634* overexpression (Figure 1D). In addition, the levels of LC3B-II, an autophagosome marker, and p62, a substrate of autophagic degradation, were increased in *miR-634*-expressing cells, suggesting that *miR-634* impairs autophagy (Figure 1D).<sup>36,37</sup> Thus, *miR-634* effectively triggered the activation of the mitochondrial apoptosis pathway in A431 cells, as previously shown in other cancer cell lines,<sup>29,35</sup> suggesting that ds-*miR-634* mimic is a useful miRNA therapeutic in cSCC.

Topical treatment is therapeutically essential for patients with cSCC who are not candidates for, or who refuse, surgical treatment.<sup>4,5</sup> The ionic

liquid transdermal system (ILTS) is used to enhance the transdermal permeability of nucleotides, such as oligonucleotides and small interfering RNA (siRNA), through hydrophobic skin tissue, and it achieves efficient delivery into skin cells.<sup>38,39</sup> Hence, we formulated an ointment incorporating ds-*miR-634* mimics (*miR-634* ointment) by using the ILTS. We then evaluated the therapeutic potential, including antitumor efficacy and safety, of this ointment in an A431 xenograft mouse model. We found that daily topical application of *miR-634* ointment onto the subcutaneous tumor effectively inhibited *in vivo* tumor growth (Figures 1E and 1F). *In situ* hybridization (ISH) and qRT-PCR analyses of tumors resected 6 days after treatment initiation showed that *miR-634* was efficiently delivered into tumor cells (Figures 1G and 1H). Furthermore, when we topically applied an ointment incorporating synthesized Cy3-labeled *miR-634* onto the subcutaneous tumor, a direct immunofluorescence analysis revealed the efficient delivery of Cy3-*miR-634* into tumor cells and skin cells (Figure S2). Importantly, the expression of *miR-634* target genes was downregulated in tumors treated with *miR-634* ointment compared with those treated with *miR-NC* ointment, as shown by western blot and immunohistochemistry (IHC) analyses (Figures 1I and 1J; Figure S3). Additionally, in the DMBA/TPA-induced papilloma model, topical application of *miR-634* ointment inhibited tumor growth subsequent to the efficient delivery of *miR-634* into papilloma tumor cells (Figure S4). These results suggest that the topical application of *miR-634* ointment is an effective therapeutic strategy for cSCC.

Next, we evaluated the safety of topical treatment with *miR-634* ointment in mice. The expression of *miR-634* was slightly increased in the internal organs, including the kidneys, liver, and lungs, of xenograft mice (*n* = 4) treated with *miR-634* ointment after 6 days of treatment compared with mice (*n* = 4) treated with *miR-NC* ointment, due to the systemic delivery of exogenous *miR-634* through the topical treatment (Figure 2A). However, there were no significant differences in the levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT), markers of liver injury, in the plasma of mice treated with *miR-634* ointment or *miR-NC* ointment or control mice (no treatment) (Figure 2B). To evaluate immune-mediated toxicity, an adverse event associated with nucleic acid therapeutics, we topically applied either *miR-NC* ointment or *miR-634* ointment on the skin of BALB/c mice with a normal immune system 7 days after depilation (Figure 2C). After 6 days of treatment, *miR-634* expression was increased in skin treated with *miR-634* ointment compared with skin treated with *miR-NC* ointment or control (no treatment) skin; however, there were no pathological changes, such as immune cell infiltration into skin tissue (Figures 2D and 2E). Additionally, the serum levels of proinflammatory cytokines, including tumor necrosis factor (TNF)- $\alpha$ , interferon (IFN)- $\gamma$ , and interleukin (IL)-6, showed no significant differences between mice treated with *miR-634* ointment and those treated with *miR-NC* ointment or control mice (no treatment) (Figure 2F). Taken together, these findings suggest that topical treatment with *miR-634* ointment is a therapeutically effective and safe option for cSCC.

Western blotting analysis of resected tumors. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (J) Relative expression levels of target genes. The expression levels of target genes in tumors treated with *miR-634* ointment relative to those treated with *miR-NC* ointment are presented as boxplots. P values were calculated using the two-sided Student's *t* test.

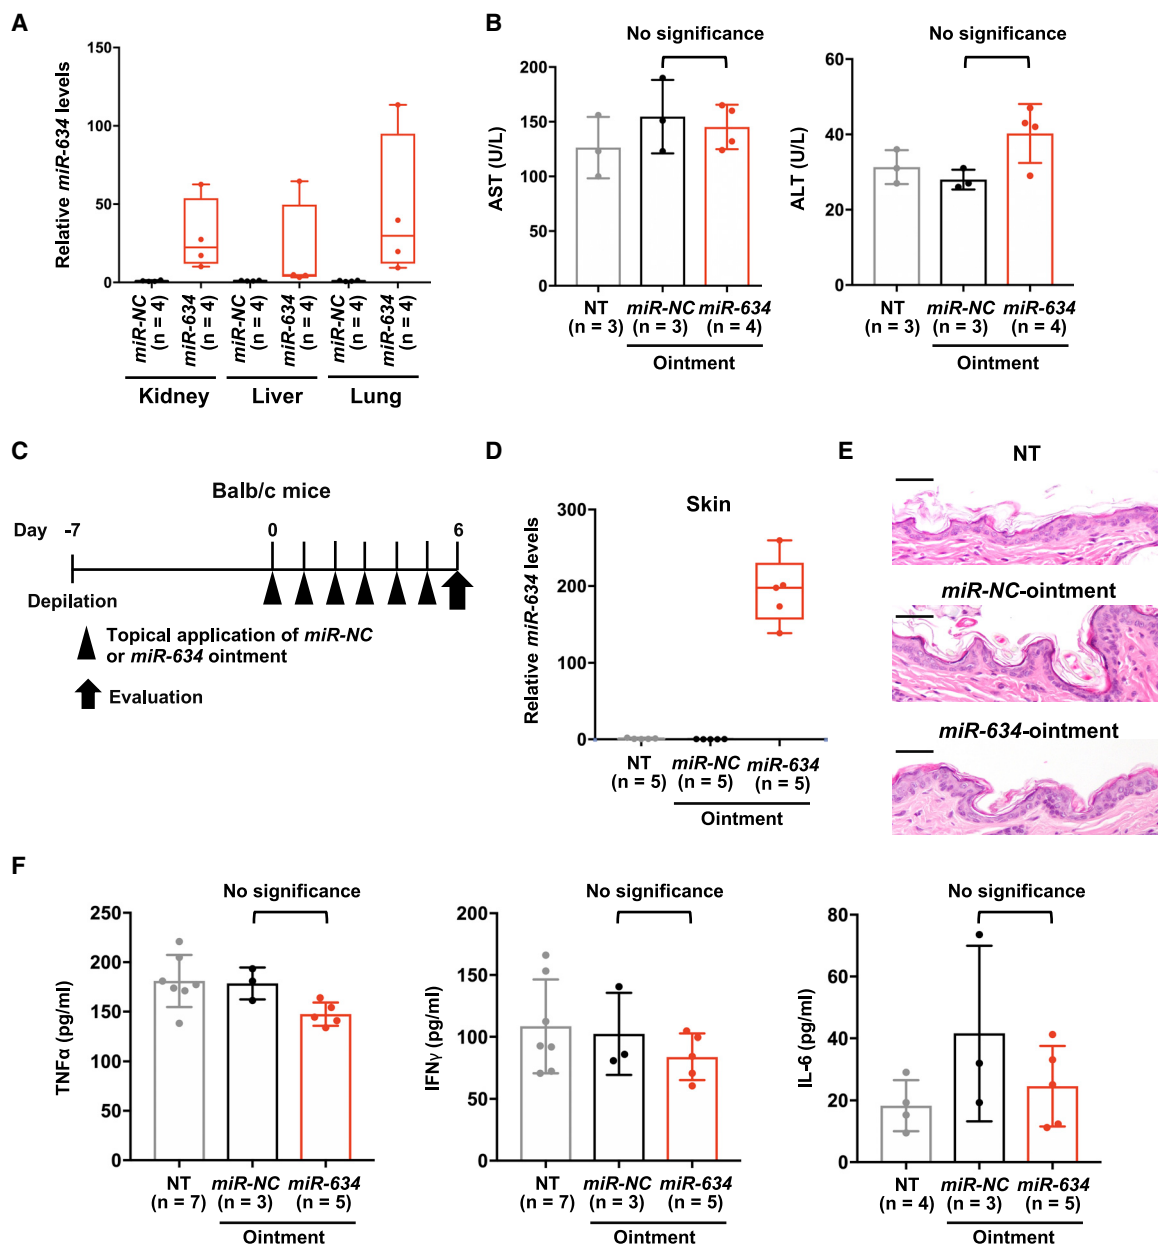

**Figure 2. Safety of the Topical Application of *miR-634* Ointment in Mice**

(A) qRT-PCR expression analysis of *miR-634* in the kidneys, liver, and lungs. *miR-634* expression levels in normal tissues from mice treated with *miR-NC* ointment (n = 4) or *miR-634* ointment (n = 4) were measured by qRT-PCR, and the results are presented in the boxplot. (B) Plasma AST (left) and ALT (right) levels in mice treated with *miR-NC* ointment (n = 3) or *miR-634* ointment (n = 4) at 6 days after initial treatment and in control mice (no treatment [NT]) (n = 3). Error bars indicate the SD. Data are presented as mean  $\pm$  SD. p values were calculated using the one-way ANOVA (p = 0.893 for AST, p = 0.065 for ALT). (C) Experimental schedule for the application of *miR-634* ointment in BALB/c mice. (D) *miR-634* expression analysis in skin tissues by qRT-PCR. *miR-634* levels in skin tissues from mice treated with *miR-NC* ointment (n = 5) or *miR-634* ointment (n = 5) and from control mice (NT) (n = 5) were measured by qRT-PCR, and the results are presented in the boxplot. (E) H&E staining of skin tissues from mice treated with *miR-NC* ointment or *miR-634* ointment and from control mice (NT). Scale bars, 50  $\mu$ m. (F) Serum TNF $\alpha$ , IFN $\gamma$ , and IL-6 levels in mice treated with *miR-NC* ointment or *miR-634* ointment at 6 days after initial application and in control mice (NT). Error bars indicate the SD. Data are presented as mean  $\pm$  SD. p values were calculated using the one-way ANOVA (p = 0.145 for TNF $\alpha$ , p = 0.713 for IFN $\gamma$ , and p = 0.381 for IL-6).

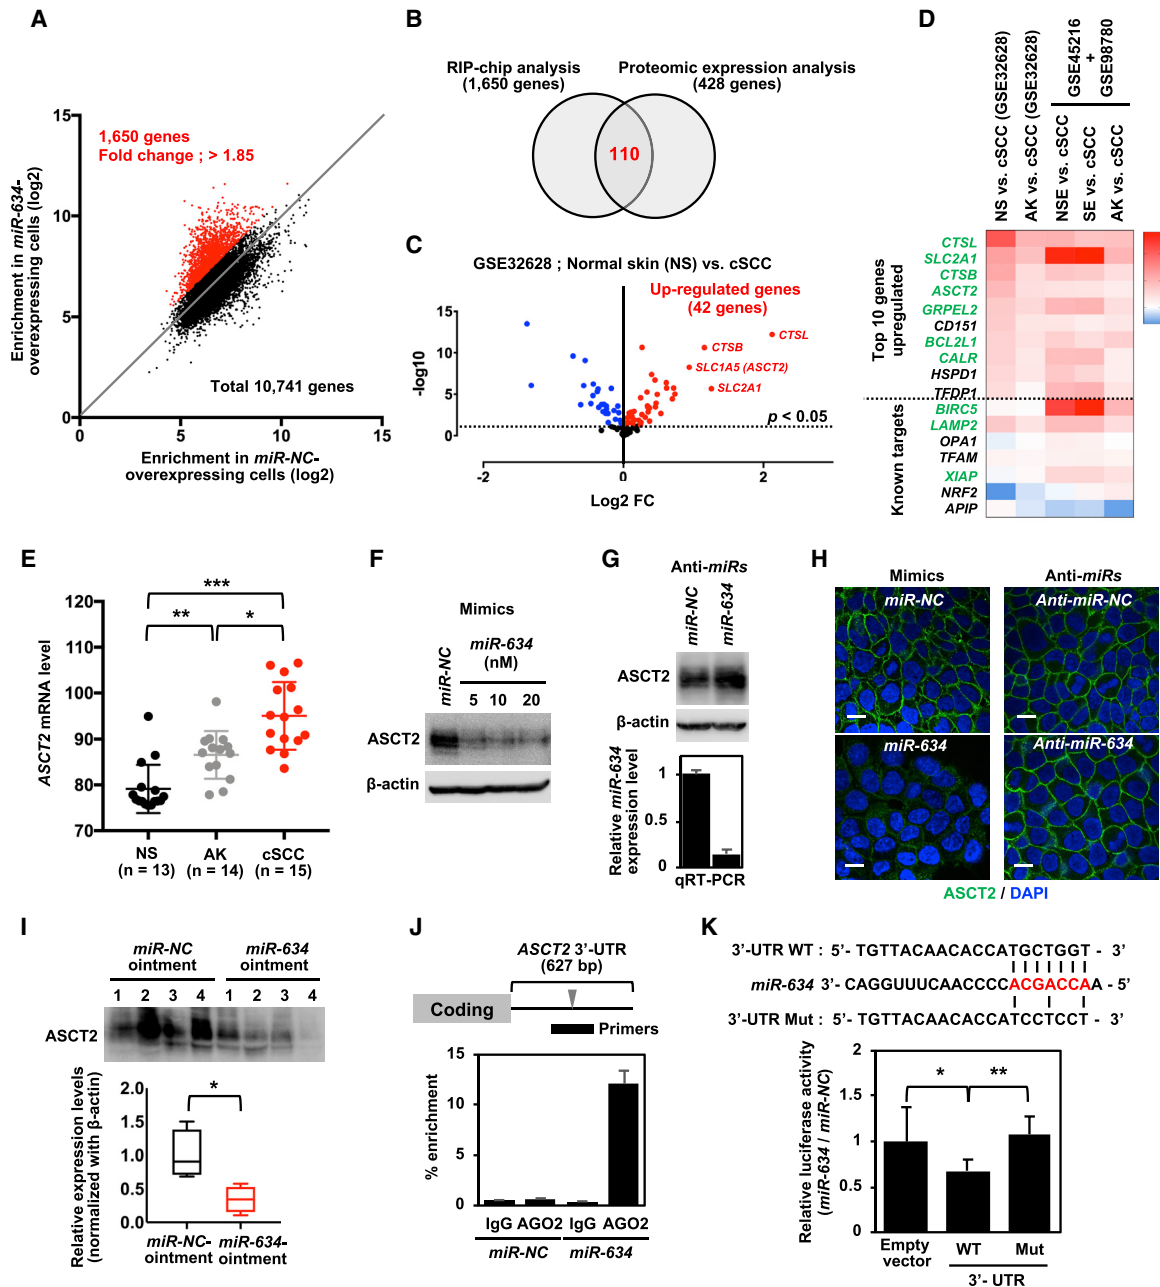

**Figure 3. Identification of ASCT2/SLC1A5 as a *miR-634* Target Gene**

(A) Correlation plot of enrichment (RIP/input) of 10,741 genes between *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells in the RIP-chip analysis. A total of 1,650 genes were extracted as enriched in the RIP following *miR-634* overexpression (red). (B) Proteomic expression analysis identified 428 genes that were downregulated at the protein level in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change [FC] < 1.0). Finally, 110 genes identified by both analyses were defined as directly targeted by *miR-634* in A431 cells. (C) Volcano plot of log<sub>2</sub> ratio versus p value of differentially expressed genes between primary cSCC samples (n = 15) and normal skin (NS; n = 13) on an expression array dataset (GEO: GSE32628). Significantly upregulated or downregulated genes were indicated as red or blue dots, respectively. The dotted line indicates an adjusted p value threshold of 0.05. (D) Heatmap of log<sub>2</sub> FCs of cSCC versus non-cancerous tissues from GEO: GSE32628 and a combined dataset of GEO: GSE98780 and GSE45216. AK, actinic keratosis; NSE, non-sun-exposed NS; SE, sun-exposed NS. Significantly upregulated genes in four out of five comparisons are highlighted in green. Within the heatmap, red color indicates the upregulation in cSCC compared to non-cancerous tissues, and the blue color indicates the downregulation in cSCC. (E) Expression level of ASCT2 in NS (n = 13, black), AK (n = 14, gray), and cSCC (n = 15, red) from GEO: GSE32628. p values were calculated using the two-sided Student's t test (\*p = 0.014 for cSCC versus AK, \*\*p = 0.0006 for NS versus AK, and \*\*\*p < 0.0001 for cSCC versus NS). (F) Western blotting analysis of ASCT2 in *miR-634*-overexpressing cells. After 3 days of transfection, cell lysates were prepared, separated by SDS-PAGE, and immunoreacted with the indicated antibodies.

(legend continued on next page)

### Identification of the *ASCT2/SLC1A5* Gene as a *miR-634* Target Gene

To further clarify the tumor-suppressive function of *miR-634* and thus support the clinical use of *miR-634* ointment, we identified genes directly targeted by *miR-634* in A431 cells. The RNA-induced silencing complex (RISC), a multiprotein complex comprising a ribonucleoprotein (RNP) such as Argonaute 2 (AGO2), can direct the interaction of miRNA with target mRNA.<sup>40</sup> Hence, we first identified transcripts enriched in RNP immunoprecipitation (RIP) assays using an antibody against AGO2 in cells overexpressing *miR-634* by microarray analysis (RIP-chip analysis).<sup>41</sup> The enrichment indicated by RIP mRNA levels relative to total mRNA levels (input) of 10,741 genes was compared between *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells. We confirmed that known *miR-634* target genes were robustly enriched by RIP in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change of enrichment: *LAMP2*, 2.0; *TFAM*, 4.66; *APIP*, 8.7; *BIRC5*, 3.27; and *XIAP*, 1.85), suggesting that this analysis is accurate. With these assays, we extracted 1,650 genes that were enriched by RIP in cells overexpressing *miR-634*, with a greater than 1.85-fold change detected in *XIAP* (Figure 3A). Alternatively, iTRAQ-based proteomic expression analysis identified 428 genes that were downregulated at the protein level in *miR-634*-overexpressing cells compared with *miR-NC*-overexpressing cells (fold change < 1.0) (Table S1). Finally, 110 genes identified by both analyses were considered directly targeted by *miR-634* in A431 cells (Figure 3B; Table S2). These genes were significantly associated with mitochondrial organization, protein folding, and amino acid transport in the Gene Ontology (GO) enrichment analysis (Table S3). Furthermore, we found that mRNA expression was significantly upregulated in 42 of 110 genes in primary cSCC samples compared with normal skin (NS) samples on a Gene Expression Omnibus (GEO) expression array dataset (GEO: GSE32628) (Figure 3C). The top 10 genes among them, together with known *miR-634* target genes,<sup>29</sup> were also upregulated in primary cSCCs compared to actinic keratosis (AK), a premalignant precursor for cSCC, in GEO: GSE32628 and NS in other datasets of GEO: GSE98780 and GSE45216 (Figure 3D), suggesting the possible implementation of a functional prediction method for the anti-tumor effect of *miR-634* in patients with cSCCs by using expression profiles of *miR-634* target genes in those tumors. Among these genes, the glutamine transporter *SLC1A5* (also known as *ASCT2*) was verified as a *miR-634* target gene in A431 cells; *ASCT2*-dependent glutamine uptake and subsequent glutaminolysis metabolism, which involves gluta-

mine utilization, are essential for cancer cell survival and proliferation.<sup>42</sup> In addition, *ASCT2* expression was gradually increased in AK and cSCC compared with NS on an expression array dataset (GEO: GSE32628), suggesting that this gene might be involved in the malignant progression of cSCC (Figure 3E). Overexpression of *miR-634* downregulated the expression of *ASCT2*, and, conversely, *miR-634* knockdown by transfection with an anti-*miR-634* inhibitor upregulated *ASCT2* expression (Figures 3F and 3G). Similarly, immunofluorescence analysis revealed that *miR-634* can negatively regulate the amount of *ASCT2* protein localized on the A431 cell membrane (Figure 3H). The expression of *ASCT2* was downregulated in tumors treated with *miR-634* ointment compared with those treated with *miR-NC* ointment, as shown by western blot analysis (Figure 3I). Furthermore, we identified putative *miR-634* binding sites within the 3' UTR of the *ASCT2* gene and confirmed by RIP-PCR analysis that *ASCT2* mRNA was enriched by RIP with the anti-AGO2 antibody but not with normal immunoglobulin G (IgG) antibody (negative control) in cells overexpressing *miR-634* (Figure 3J). The luciferase activity of the wild-type (WT) 3' UTR vector was significantly reduced compared to that of the empty vector, and this reduction was completely restored by mutation of a putative binding site (Figure 3K). These findings suggest that *miR-634* can downregulate *ASCT2* expression by directly binding its 3' UTR. In addition, the uptake of <sup>15</sup>N<sub>2</sub>-labeled glutamine was somewhat reduced following *miR-634* overexpression compared with *miR-NC* expression, as well as following the siRNA-mediated knockdown of *ASCT2* (Figure S5). Thus, these results suggest that *miR-634* can suppress glutaminolysis by directly targeting *ASCT2* in A431 cells.

### Augmentation of TKI-Induced Cytotoxicity by *miR-634*

EGFR TKIs (gefitinib and erlotinib) have been evaluated in clinical trials for the treatment of advanced cSCC but have shown only partial clinical benefit.<sup>3,12–15</sup> Various cytoprotective processes, including glutaminolysis, are involved in attenuating TKI-induced cytotoxicity.<sup>16–19</sup> Hence, we examined whether overexpression of *miR-634* enhances TKI-induced cytotoxicity. When A431 cells were transfected with increasing doses (1.0–10 nM) of *miR-634* and simultaneously treated with gefitinib (1–30 μM), caspase-3/7 activity gradually increased in a dose-dependent manner compared with cells treated with gefitinib only (Figure 4A). The cell survival rate was reduced by treatment with combinations of gefitinib and *miR-634* at various doses, and analysis of the combination index (CI) indicated that *miR-634* significantly synergized with gefitinib in A431 cells (Figures 4B and 4C).

(G) Western blotting analysis of *ASCT2* and expression analysis of *miR-634* in *miR-634*-inhibited cells. A431 cells were transfected with 100 nM anti-*miR-NC* or anti-*miR-634*. Upper panel: after 3 days of transfection, cell lysates were prepared, separated by SDS-PAGE, and immunoreacted with the indicated antibodies. Lower panel: qRT-PCR analysis of *miR-634* expression. Error bars indicate the SD. Data are presented as mean ± SD. (H) Immunofluorescence analysis of *ASCT2*. After 3 days of transfection, cells were fixed, blocked, and incubated with anti-*ASCT2* antibodies. Images were obtained by confocal fluorescence microscopy. Scale bars, 10 μm. (I) Western blotting analysis of resected tumors. The cell lysates described in Figure 1I were separated by SDS-PAGE and immunoreacted with anti-*ASCT2* antibodies. The expression levels of target genes in tumors treated with *miR-634* ointment relative to those treated with *miR-NC* ointment are indicated as boxplots. p values were calculated using the two-sided Student's t test (\*p = 0.019). (J) RIP-PCR analysis of the *ASCT2* gene. Upper panel: a putative *miR-634* binding site within the 3' UTR of the *ASCT2* gene. Lower panel: enrichment relative to IgG immunoprecipitation in *miR-NC*-overexpressing cells. Data are presented as mean ± SD. (K) Luciferase assays using reporter plasmids. The luciferase activity in *miR-634*-transfected cells relative to that in *miR-NC*-transfected cells is indicated on the vertical axis. Error bars indicate the SD. Data are presented as mean ± SD. p values were calculated using one-way ANOVA (\*p = 0.024 to empty vector, \*\*p = 0.0046 to Mut vector).

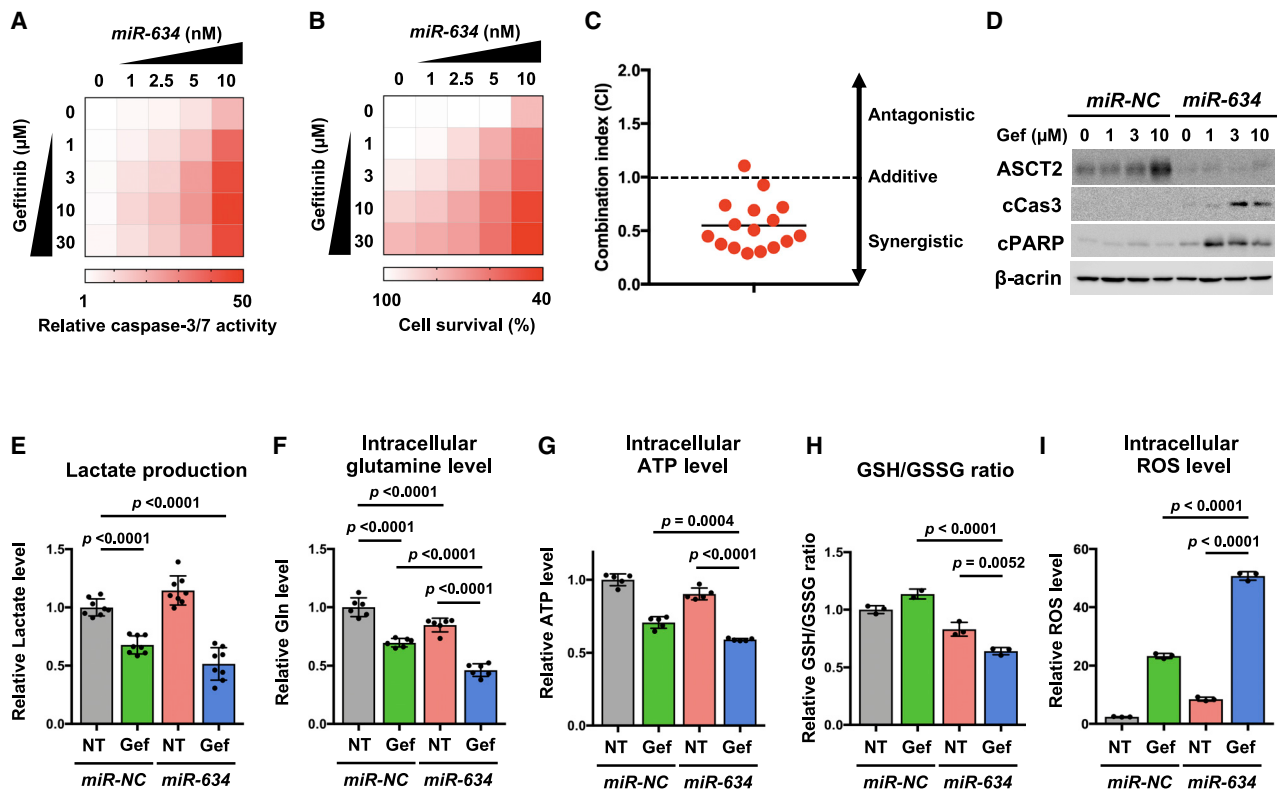

**Figure 4. Augmentation of Gefitinib-Induced Cytotoxicity by miR-634**

(A) Caspase-3/7 activity assay. After 24 h of gefitinib treatment, caspase-3/7 activity was measured and normalized to the cell survival rate in each combined treatment group, and the results are reported as the relative rate compared with non-transfected and non-treated cells. (B) Cell survival assay. Cells were treated as described in (A). The results are reported as the relative rate compared with non-transfected and non-treated cells. (C) Combination index for A431 cells treated with gefitinib and miR-634. (D) Western blotting analysis of ASCT2 and apoptosis markers. Cell lysates were separated by SDS-PAGE and immunoreacted with the indicated antibodies. (E–I) Metabolite analysis of A431 cells treated with gefitinib (Gef) and/or miR-634. A431 cells were transfected with 10 nM miR-NC or miR-634 and simultaneously treated with gefitinib (10 μM) for 24 h. Lactate production (E), intracellular glutamine levels (F), intracellular ATP levels (G), the GSH/GSSG ratio (H), and intracellular ROS levels (I) were measured and normalized to the cell survival rate. Error bars indicate the SD. Data are presented as mean ± SD. *p* values were calculated using two-way ANOVA.

Furthermore, ASCT2 expression was upregulated following treatment with gefitinib and downregulated by overexpression of miR-634, accompanied by increases in cleaved caspase-3 and cleaved PARP levels, as shown by western blotting (Figure 4D). This synergistic effect was also observed upon combined treatment with miR-634 and erlotinib, another EGFR TKI (Figure S6). Thus, these findings suggest that the overexpression of miR-634 synergistically enhances TKI-induced cytotoxicity in A431 cells.

To further understand the mechanism of synergism between miR-634 and EGFR TKIs, we next assessed the changes in metabolite levels. TKIs potently suppress glycolysis,<sup>43,44</sup> the metabolic pathway that produces ATP and various metabolites from glucose. Indeed, we confirmed decreased levels of lactate, a final product of glycolysis, in gefitinib-treated A431 cells (miR-NC + gefitinib and miR-634 + gefitinib) (Figure 4E). Furthermore, we found that intracellular glutamine levels were moderately decreased by treatment with miR-NC + gefitinib or miR-634 + nontreatment (NT), and this decrease was markedly enhanced by combined treatment of A431 cells with

miR-634 + gefitinib (Figure 4F). Glutaminolysis, the metabolic pathway for intracellular glutamine utilization, produces ATP as an energy source by fueling the mitochondrial tricarboxylic acid (TCA) cycle and GSH as a ROS scavenger. Corresponding with the decreased intracellular glutamine pool,<sup>45</sup> the production of ATP and GSH, as indicated by a decrease in the ratio with oxidized GSH (GSSG), was markedly reduced by combined treatment with miR-634 + gefitinib compared with miR-NC + gefitinib or miR-634 + NT (Figures 4G and 4H). Incidentally, ROS accumulation was most apparent in cells treated with miR-634 + gefitinib (Figure 4I). Thus, these findings suggest that overexpression of miR-634 can synergistically enhance TKI-induced cytotoxicity by triggering severe energetic stress, accompanied by a marked decrease in the intracellular glutamine pool following the reduction in ATP and GSH and marked ROS accumulation. This energetic stress was also observed in cells treated with both miR-634 and erlotinib (Figure S6). Additionally, we showed that siRNA-mediated ASCT2 knockdown enhanced gefitinib-induced cytotoxicity, accompanied by a reduction in ATP production, suggesting that the miR-634-mediated inhibition of ASCT2

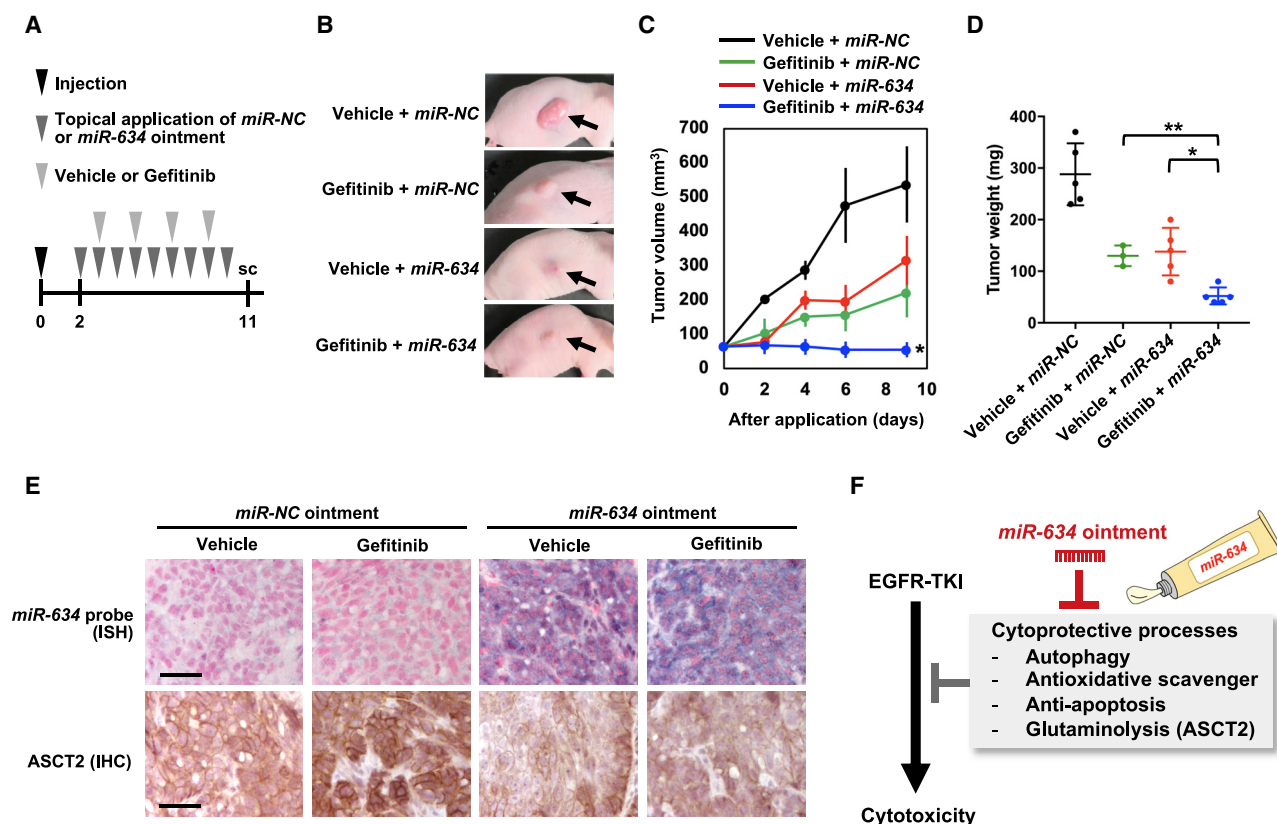

**Figure 5. Improvement in the *In Vivo* Efficacy of Gefitinib by *miR-634* Ointment**

(A) Experimental schedule for the application of *miR-634* ointment and treatment with gefitinib. Mice were treated orally with vehicle (0.5% methylcellulose) or gefitinib (10 mg/kg) on days 3, 5, 7, and 9 after cell injection. At 9 days after the initial application, the mice were sacrificed, and the tumors were evaluated. (B) Representative images of subcutaneous tumors after 9 days of treatment. (C) Tumor volume in mice treated with vehicle + *miR-NC* ointment ( $n = 5$ ), gefitinib + *miR-NC* ointment ( $n = 3$ ), vehicle + *miR-634* ointment ( $n = 5$ ), or gefitinib + *miR-634* ointment ( $n = 5$ ). Error bars indicate the SD. Data are presented as mean  $\pm$  SD.  $p$  values for the treatment with *miR-634* ointment + gefitinib were calculated using two-way ANOVA ( $p = 0.043$  for *miR-NC* ointment + gefitinib and  $p = 0.0005$  for *miR-634* ointment + vehicle). (D) The tumor weight in mice treated with *miR-NC* ointment or *miR-634* ointment is presented in the scatterplot.  $p$  values were calculated using two-way ANOVA (\* $p = 0.0092$ , \*\* $p = 0.043$ ). (E) ISH analysis of *miR-634* and IHC analysis of ASCT2 in resected tumors. The *miR-634*-specific probe appears purple in the cytoplasm, and the nucleus was counterstained with nuclear fast red. Scale bars, 50  $\mu$ m. (F) Therapeutic potential of *miR-634* ointment to improve the efficacy of EGFR inhibitors.

partially contributes to the synergism with energetic stress (Figure S7).

#### Improvement in Gefitinib Efficacy by Topical Treatment with *miR-634* Ointment *In Vivo*

Finally, we examined whether topical application of *miR-634* ointment improves the therapeutic effect of gefitinib *in vivo*. *miR-NC* ointment or *miR-634* ointment was topically applied to the subcutaneous tumors daily for 9 days (days 2–11 after cell injection), and mice were treated orally with vehicle or gefitinib on days 3, 5, 7, and 9 after cell injection (Figure 5A). Tumor growth was effectively inhibited in mice treated with gefitinib + *miR-634* ointment compared with mice treated with gefitinib + *miR-NC* ointment or vehicle + *miR-634* ointment (Figures 5B–5D). In addition, the delivery of *miR-634* into tumor cells and the downregulation of ASCT2 protein levels were confirmed in tumors treated with *miR-634* ointment (Figure 5E).

Various cytoprotective cell survival processes, including anti-apoptosis signaling, antioxidant scavenging, autophagy, and glutaminolysis, are involved in attenuating TKI-induced cytotoxicity.<sup>16–21</sup>

Our current and previous studies demonstrated that *miR-634* can directly and concurrently target multiple genes associated with these cytoprotective processes, including ASCT2 in glutaminolysis. Therefore, we propose that topical treatment with *miR-634* ointment is a reasonable strategy for maximizing the efficacy of TKI-based therapy in cSCC through the concurrent modulation of multiple cytoprotective processes (Figure 5F).

#### DISCUSSION

To develop a novel therapeutic option for patients with cSCC who are not candidates for, or who refuse, surgical treatment, we formulated an ointment incorporating ds-*miR-634* mimics as an anticancer agent and showed that topical application of this ointment onto subcutaneous tumors inhibited *in vivo* tumor growth without toxicity in a

human cSCC xenograft mouse model and a DMBA/TPA-induced papilloma mouse model. Thus, our findings in the current study strongly suggest the therapeutic potential of *miR-634* ointment for cSCC.

Considering the potential clinical use of *miR-634* ointment, it is important to define the toxicity of synthesized ds-*miR-634* mimics in the body. Similar to other nucleotide therapeutics involving oligonucleotides and siRNA, miRNA therapeutics carry the risk of unintended toxicity through two mechanisms: hybridization-independent and hybridization-dependent effects.<sup>46–48</sup> Immune-mediated toxicity is a typical adverse event caused by immune activation through the recognition of artificial nucleotides in immune cells that occurs through a hybridization-independent mechanism.<sup>49</sup> Indeed, a phase I study of the systemic administration of MRX34, a liposomal *miR-34a* mimic, in patients with advanced solid tumors showed adverse immune responses.<sup>50</sup> In the current study, we did not observe any features associated with immune-mediated toxicity, such as immune cell infiltration of skin tissue and proinflammatory cytokine production, in mice topically treated with *miR-634* ointment. Notably, the delivery of *miR-634* into the internal organs, including the kidneys, liver, and lungs, of mice treated with *miR-634* ointment was quite limited. Thus, topical treatment is potentially less toxic to patients than systemic treatment but also allows for higher local *miR-634* levels at the tumor site. However, the safety for *miR-634* ointment, as well as the optimization of the therapeutic schedule and dosage, should be evaluated further in a large cohort of mice and multiple experimental models, including the DMPA/TPA-induced skin papilloma mouse model, for the clinical application of this therapeutic option.

Nevertheless, when *miR-634* is delivered into NS cells following the topical application of *miR-634* ointment, there is the possibility of hybridization-dependent toxicity due to the direct downregulation of multiple target genes in healthy cells. Our results showed no changes in any pathological structures or findings in the NS of mice topically treated with *miR-634* ointment. In addition, our previous study demonstrated that *miR-634*-induced cell death does not occur in normal cells, such as human fibroblasts, suggesting that the effect of *miR-634* may be specific to cancer cells.<sup>29</sup> Furthermore, in the current study, we identified 110 genes that were directly targeted by *miR-634*. Hence, understanding the expression profiles of these target genes in various normal tissues, including skin, would help predict the hybridization-dependent toxicity of *miR-634* ointment clinically applied to humans.

Cancer cells utilize various metabolic pathways, including glycolysis and glutaminolysis, to meet the bioenergetic and biosynthetic demands for survival.<sup>51</sup> EGFR TKIs potently suppress glycolysis and pharmacological inhibition of glutaminase, which facilitates the conversion of glutamine to glutamate and augments erlotinib-induced cytotoxicity by triggering energetic stress, suggesting that dual inhibition of glycolysis and glutaminolysis is a promising therapeutic anticancer strategy.<sup>20,21,43,44</sup> Consistent with this idea, we found that the suppression of glutaminolysis through *miR-634*-mediated inhibition

of ASCT2 augmented TKI-induced cytotoxicity by triggering severe energetic stress, accompanied by a decrease in intracellular glutamine levels and a subsequent reduction in ATP and GSH and marked accumulation of ROS. Thus, the dual inhibition of glutaminolysis and glycolysis by combined treatment with *miR-634* ointment and a TKI is a reasonable strategy for improving the efficacy of EGFR TKIs in cSCC.

Nonsurgical options for systemic therapy, including chemotherapy, EGFR inhibitors, and anti-PD-1 antibodies, are used to treat cSCC that cannot be cured by surgery or radiotherapy due to the presence of numerous or extensive lesions and/or distant metastasis.<sup>52</sup> Anti-PD-1 antibodies such as cemiplimab-rwlc appear to achieve higher response rates than do EGFR inhibitors and chemotherapy, and in 2018, cemiplimab-rwlc was approved by the US Food and Drug Administration (FDA) as the first medication for advanced cSCC. Therefore, PD-1 inhibitors are expected to become the new standard of care for patients with locally advanced and metastatic cSCC.<sup>52–55</sup> However, patients not eligible for anti-PD-1 treatment, e.g., organ transplant recipients or patients refractory to anti-PD-1 therapy, may be offered EGFR inhibitors and/or chemotherapy.<sup>52,56</sup> EGFR inhibitors have a more favorable toxicity profile than chemotherapy and hence are more suitable for multimorbid and/or frail, elderly patients.<sup>52</sup> In this context, combined treatment with *miR-634* ointment and EGFR inhibitors may achieve improved response rates and durations compared to EGFR inhibitors alone in locally advanced cSCC.

The ILTS can enhance the transdermal permeability of nucleotides in the hydrophobic field of skin tissue.<sup>57,58</sup> Indeed, topical applications of ILTS-mediated ointments incorporating antisense oligonucleotides or siRNA onto mouse skin have achieved efficient knockdown of target genes in skin cells.<sup>38,39</sup> By using the ILTS, we successfully achieved efficient permeability and delivery of *miR-634* into tumor cells in xenograft mice and DMBA/TPA-induced mouse papilloma cells. In general, RNA molecules are unstable due to nuclease-mediated degradation in the skin, as well as in blood circulation and other bodily fluids.<sup>59</sup> Therefore, chemical modification during the synthesis of ds-*miR-634* mimics can further enhance *miR-634* delivery by increasing resistance to nucleases in the skin.<sup>60</sup> Thus, it is necessary to optimize the *miR-634* ointment formulation at the preclinical stage prior to first-in-human studies for cSCC.

## MATERIALS AND METHODS

### Cell Culture

A431 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and normal human fibroblasts (WI-38, TIG-1, and IMR-90 cells) were obtained from the JCRB cell bank (Tokyo, Japan). The cultures were maintained in DMEM (Wako, Tokyo, Japan) at 37°C with 5% CO<sub>2</sub>. Once resuscitated, the cell lines were authenticated by monitoring cell morphology.

### Antibodies and Reagents

Antibodies against the following proteins were used: caspase-3 (#9662), cleaved caspase-3 (#9661), cleaved PARP (#9541), XIAP

(#2042), and BIRC5 (#2808) (Cell Signaling Technology, Danvers, MA, USA);  $\beta$ -actin (A5441), LC3B (L7543), and TFAM (SAB1401383) (Sigma, St. Louis, MO, USA); APIP (ab98153), OPA1 (ab42364), and LAMP2 (ab18529) (Abcam, Cambridge, UK); NRF2 (sc-13032) and p62/SQSTM1 (sc-28359) (Santa Cruz Biotechnology, Dallas, TX, USA); and ASCT2 (Proteintech, Rosemont, IL, USA). Gefitinib and erlotinib were purchased from Tokyo Chemical Industry (Tokyo, Japan) and Wako (Tokyo, Japan), respectively. The stable isotope L-glutamine- $^{15}\text{N}_2$  was purchased from Taiyo Nippon Sanso (Tokyo, Japan).

### miRNA and siRNA Synthesis and Transfection

The *miRvana miR-634* mimic (4464066) and negative control 1 (*miR-NC*; 4464058), anti-*miR-634* (AM17000), and anti-*miR-NC* (AM17010) were obtained from Thermo Fisher Scientific (Waltham, MA, USA). The siRNA targeting *ASCT2* (pool of four sequences; siGENOME SMARTpool; M-007429-01) and negative control (*siNC*; siGENOME SMARTpool; D-001206-14) were obtained from Dharmacon (Lafayette, CO, USA). Cells were transfected with miRNA or siRNA using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions.

### Cell Survival Assay

Cell survival was assessed by crystal violet (CV) staining. The cells were washed in PBS and fixed with 0.1% CV (Wako, Tokyo, Japan) and 4% formaldehyde in PBS for 3 min. The excess CV solution was discarded, and the stained cells were completely air-dried and then lysed in the plates with 2% SDS (Wako) by shaking for 1 h. The optical density (OD) was measured at 560 nm using a microplate reader (Synergy H1; BioTek, VT, USA). The percentage absorbance in each well was determined. The OD values of cells in control wells were arbitrarily set at 100% to determine the percentage of viable cells.

### 3D Spheroid Culture

Cells were transfected with 10 nM *miR-NC* or *miR-634*. After 5 h of transfection, the cells were suspended in standard medium containing 2% Matrigel and seeded in 96-well plates ( $3.0 \times 10^3$  cells/well) pre-coated with 75  $\mu\text{L}$ /well of Matrigel (BD Biosciences, San Jose, CA, USA) as a basement membrane by incubation at 37°C for 30 min. All microscopy images were captured using a Nikon Eclipse E400 (Nikon, Tokyo, Japan), and the spheroid size was measured using ImageJ software (National Institutes of Health, MD, USA).

### Determination of the Apoptotic Cell Population

Apoptotic cells were stained with the MEBCYTO apoptosis kit (MBL, Nagoya, Japan), and cell population analysis was performed using an Accuri flow cytometer (Becton Dickinson, San Jose, CA, USA). The median fluorescence intensity was calculated using FlowJo software.

### Formulation of miRNA ointments

The ILTS (MEDRx, Kagawa, Japan) was used to formulate the ointments incorporating miRNAs. With this approach, ionic liquid is prepared from organic acids and amines. The molecular assembly involves the equilibrium reaction of ionic liquid/acid/amines and

hydrogen bond interactions to enhance the transdermal permeability of drugs or nucleotides in the hydrophobic field of skin tissue. The 0.2% ointment incorporating ds-*miR-NC* mimic or ds-*miR-634* mimic was formulated (2 mg of miRNA/mL of ointment), and 10–20  $\mu\text{L}$  of ointment (20–40  $\mu\text{g}$  of miRNA) was topically applied every day onto subcutaneous tumors in A431 xenograft mice, skin in BALB/c mice, or papillomas in FVB/NJcl mice.

### In Vivo Tumor Growth Assay

Six-week-old female BALB/c nude mice were purchased from Charles River Laboratories (Yokohama, Japan). A total of  $4.0 \times 10^6$  A431 cells in 100  $\mu\text{L}$  of PBS were subcutaneously injected into the flanks of the mice. On day 2 after tumor cell inoculation, the topical application of miRNA ointment (*miR-NC* or *miR-634*) to subcutaneous tumors was initiated. Tumor volume was calculated using the following formula:  $4/3 \times \pi \times (\text{shortest diameter})^2 \times (\text{longest diameter})/2$ . For animal studies, experiments for the xenograft mouse model or for the DMBA/TPA-induced papilloma mouse model were approved by the Tokyo Medical and Dental University Animal Care and Use Committee or the Committee on the Ethics of Animal Experiments of Nihon University School of Medicine, respectively.

### ISH Analysis

The ISH assay was performed on formalin-fixed, paraffin-embedded (FFPE) tissue sections according to the manufacturer's instructions (miRCURY LNA miRNA ISH optimization kit; Exiqon, Vedbaek, Denmark). In brief, the sections were deparaffinized in xylene, rehydrated with a graded ethanol series, and incubated with proteinase K (Exiqon) for 10 min at 37°C. Then, the sections were hybridized with digoxigenin (DIG)-labeled *miR-634* probes (Exiqon) for 1 h at 55°C, washed stringently, incubated with blocking agent for 15 min, and probed with a specific anti-DIG antibody (Sigma) directly conjugated to alkaline phosphatase (AP; Roche, Basel, Switzerland). AP converts the soluble substrates 4-nitro-blue tetrazolium (NBT) and 5-bromo-4-chloro-indolyl phosphate (BCIP) into a dark blue water- and alcohol-insoluble NBT-BCIP precipitate. Finally, the sections were counterstained with nuclear fast red (Vector Laboratories).

### IHC and Hematoxylin and Eosin (H&E) Staining

The sections were deparaffinized in xylene and rehydrated using a graded ethanol series (100%, 90%, 80%, 70%, and 50%) in water. After antigen retrieval by boiling in 10 mM citrate buffer (pH 6.0), the sections were treated with 0.3% hydrogen peroxide in methanol to inactivate endogenous peroxidase. Nonspecific binding was blocked by incubation with goat serum in PBS. Next, the slides were incubated overnight at room temperature with rabbit antibodies against BIRC5, XIAP, APIP, and ASCT2. The bound antibody was visualized using diaminobenzidine as the chromogen (Vectastain Elite ABC kit, Vector Laboratories), and the sections were lightly counterstained with hematoxylin (Wako). The sections were also sequentially stained with H&E (Wako).

### qRT-PCR

Total RNA was isolated using TRIsure reagent (Nippon Genetics, Tokyo, Japan) according to standard procedures. Single-stranded cDNA

was generated from the total RNA using a PrimeScript II first-strand cDNA synthesis kit (Takara Bio, Shiga, Japan). Quantitative real-time RT-PCR was performed using an ABI Prism 7500 Fast real-time PCR system, TaqMan universal PCR master mix, a TaqMan reverse transcription kit, and TaqMan miRNA assays (*miR-634*; assay ID: 001576; Applied Biosystems, Waltham, MA, USA) according to the manufacturer's instructions. Gene expression values are presented as the ratio (difference in threshold cycle [Ct] values) between *miR-634* and an internal reference, *RNU6B* (for human; assay ID: 001093) or *snoRNA202* (for mouse; assay ID: 001232).

### Western Blotting

Whole-cell lysates were separated by SDS-PAGE, and the proteins were transferred to polyvinylidene fluoride (PVDF) membranes (GE Healthcare, Chicago, IL, USA). To detect LAMP2, cell lysates were prepared under nonreducing conditions (without 2-mercaptoethanol [2-ME]). After being blocked with Tris-buffered saline (TBS) containing 0.05% Tween 20 (Sigma) and 5% nonfat dry milk (Becton Dickinson) for 1 h, the membrane was incubated overnight with primary antibodies, washed, and incubated for 3 h with horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit IgG secondary antibody (both at 1/4,000; GE Healthcare). The bound antibodies were visualized with a LAS3000 imaging system (Fujifilm, Tokyo, Japan) using a Pierce enhanced chemiluminescence (ECL) western detection kit according to the manufacturer's instructions (Thermo Scientific). The intensity of each band was measured using Multi Gauge version 3.0 imaging software. The intensity of each *miR-634* target gene band was measured and normalized to the intensity of the  $\beta$ -actin band. The complete unedited images are represented in the [Supplemental Information](#).

### Measurement of Plasma AST and ALT Levels in Mice

AST and ALT levels were measured using an AST/ALT assay kit (Wako) on a Hitachi 7180 biochemical analyzer (Hitachi, Japan) in Oriental Yeast (Tokyo, Japan).

### ELISA

ELISAs were performed to detect TNF- $\alpha$ , IFN- $\gamma$ , and IL-6 protein levels in mouse serum. Quantitative analysis was performed using mouse-specific ELISA kits (TNF- $\alpha$ , KE10002; IFN- $\gamma$ , KE10001; and IL-6, KE10007; Proteintech) according to the manufacturer's protocol.

### RIP Microarray (RIP-Chip) and RIP-PCR Analyses

RIP was performed according to the manufacturer's instructions for the RiboCluster Profiler RIP assay kit for miRNA (MBL International). Cells were transfected with 10 nM *miR-NC* or *miR-634* and then lysed after 24 h. The lysates were precleared and incubated with AGO2 antibody-immobilized beads or normal rabbit IgG antibody-immobilized beads for RIP. Each bead complex was washed, and RNA was isolated. For gene expression analysis, RNA from AGO2-RIP and total RNA (input) were labeled and hybridized on the Agilent 8  $\times$  60K array according to the manufacturer's instructions (Agilent Technologies). Each experiment was performed in duplicate, and the data were analyzed with GeneSpring software (Agilent Technologies).

The 10,741 genes expressed in both *miR-NC*-overexpressing cells and *miR-634*-overexpressing cells were selected, and the enrichment (RIP/input) of these genes in the two groups of cells was calculated. Then, the fold change of enrichment (*miR-634*/*miR-NC*) was calculated. The fold change for the positive control *XIAP* (1.85), a *miR-634* target gene, was used as the cutoff value. The microarray data from this publication have been submitted to the GEO database (<https://www.ncbi.nlm.nih.gov/geo/>) and assigned the identifier GEO: GSE159093.

For RIP-PCR analysis, cDNA was synthesized from RNA isolated by AGO2-RIP or IgG-RIP and from total RNA (input), and real-time PCR was performed using primers within the *ASCT2* 3' UTR (627 bp; forward, 5'-CTGCTGCGTCCCCACCGTGA-3', and reverse, 5'-AACTACAGCCGCCAAAATA-3') based on NCBI accession number GenBank: NM\_005628.

### Gene Expression Microarray Data Analysis

Three expression microarray datasets of GEO: GSE32628, GSE45216, and GSE98780 in cSCC samples were downloaded from GEO. There are 13 NSs, 14 AKs, and 15 cSCCs in GEO: GSE32628, 10 AKs and 30 cSCCs in GEO: GSE45216, and 16 non-sun-exposed (NSE) NSs, 20 sun-exposed (SE) NSs, and 18 AKs in GEO: GSE98780, respectively. In order to analyze a dataset combining GEO: GSE45216 and GSE98780, which are profiled using the same platform of Affymetrix Human Genome U133 Plus 2.0 Array, all CEL files of 94 total samples were assembled and processed together. Quality control (QC) and normalization were performed with GeneSpring software (Agilent Technologies, CA, USA). The available normalized expression values in log<sub>2</sub> scale were used. Significant differential expressions were identified using the adjusted p value <0.05.

### Proteomic Expression Analysis

Cells were transfected with 10 nM *miR-NC* or *miR-634* and lysed after 24 h. The iTRAQ-based proteomic expression analysis was performed by Integral Consulting. Each sample was digested with trypsin (AB Sciex), labeled with iTRAQ, combined, fractionated into six fractions by strong cation exchange chromatography (SCX), and desalted using a C18 column. Each peptide fraction was analyzed using a Q Exactive Plus (Thermo Fisher Scientific) coupled online with a capillary high-performance liquid chromatography (HPLC) system (EASY-nLC 1200, Thermo Fisher Scientific) to acquire tandem mass spectrometry (MS/MS) spectra. Proteome Discoverer (version 2.1, Thermo Fisher Scientific) was used to search the Swiss-Prot protein database and perform iTRAQ label-based quantification.

### GO Analysis

GO analysis of differentially expressed genes was performed with DAVID (<https://david.ncifcrf.gov/summary.jsp>), and an enrichment score with p <0.05 was considered significant.

### Immunofluorescence Analysis

For *ASCT2* immunostaining, cells were fixed with 10% TCA for 15 min on ice, permeabilized with 0.1% Triton X-100 for 5 min,

blocked with PBS containing 0.01% Triton X-100 and 3% BSA for 1 h, and then incubated overnight with anti-ASCT2 antibodies (1:3,000 dilution). Bound antibodies were visualized using Alexa Fluor 488 anti-rabbit IgG antibody (1:2,000 dilution; Life Technologies), and coverslips were mounted in Vectashield containing DAPI (Vector Laboratories). Intracellular mitochondria were stained with 100 nmol/L MitoTracker Red CMXRos (Life Technologies) for 30 min at 37°C. After fixation with 10% TCA, coverslips were mounted in Vectashield containing DAPI (Vector Laboratories). Images were obtained by confocal fluorescence microscopy (Nikon).

### Luciferase Reporter Assay

Luciferase reporter plasmids were constructed by inserting PCR products corresponding to the 3' UTR of *ASCT2* into the *NheI/XhoI* sites downstream of the luciferase gene within the pmirGLO dual-luciferase miRNA target expression vector (Promega). The following primer sequences were used: *NheI*, forward, 5'-CTAGCT AGCCTGCTGCGTCCCCACCGTGA-3'; and *XhoI*, reverse, 5'-CC GCTCGAGCAACTACAGCCGCCAAAATA-3'. Site-specific mutagenesis was performed using the KOD Plus mutagenesis kit (Toyobo) and the following primers: forward, 5'-CCTCCTTATTTTGGCG GCTGTAGG-3'; and reverse, 5'-ATGGTGTTGTAACATCCGCT AG-3'. Cells were transfected with empty vector, WT *ASCT2* vector, or mutant (Mut) *ASCT2* vector and after 5 h with 20 nmol/L miRNA (*miR-NC* or *miR-634*). After 36 h of miRNA transfection, firefly and *Renilla* luciferase activity was measured using the dual-luciferase reporter assay system (Promega), and relative luciferase activity was calculated by normalizing firefly luciferase activity to *Renilla* luciferase activity (internal control).

### Caspase-3/7 Activity Assay

Caspase-3/7 activity was determined with a Caspase-Glo 3/7 assay (Promega) according to the manufacturer's instructions. Luminescence was measured using a multiplate reader (BioTek).

### Determination of Intracellular ROS Levels by Fluorescence-Activated Cell Sorting (FACS) Analysis

For the ROS detection assay, cells were incubated with 20  $\mu$ M 2',7'-dichlorofluorescein diacetate (DCFDA) for 30 min at 37°C with 5% CO<sub>2</sub>. Fluorescence intensity was measured using an Accuri flow cytometer. For each analysis, the median fluorescence intensity was calculated using FlowJo software.

### CI

Cells were treated with the indicated therapeutic combinations, and cell viability was measured using a CV staining assay. The Combination Index (CI) was calculated using CalcuSyn (Biosoft) according to the methods reported by Chou and Talley.<sup>61</sup> CI <1 indicates a synergistic drug-drug interaction.

### Measurement of Metabolites

Metabolite levels per cells were measured by using the Lactate-Glo assay kit (Promega), Glutamine/Glutamate-Glo assay kit (Promega),

GSH/GSSG-Glo assay kit (Promega), and luminescent ATP detection assay kit (Abcam) according to the manufacturers' instructions.

### In Vivo Cy3-miR-634 Permeability in Tumors

How the deposited data were processed for this re-analysis (not part of the article)

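A431 cells that had received miR-NC or miR-634 at 10 nM for 24 h were analyzed by RIP-chip, with 2 arrays in each of the groups miR-NC input, miR-NC RIP, miR-634 input and miR-634 RIP. The authors deposited, for each array, the intensity of every spot as read by Agilent Feature Extraction, with the local background subtracted and spatial trends removed within the array, and without normalization between arrays. The authors also deposited a table of processed log2 values from GeneSpring. These log2 values correlated closely with the log2 intensity minus the array's 75th percentile over all probes, centered per probe on its median over the arrays, and were used here only as an alternative.

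Control spots and outlier spots were left out, the spots of a probe were averaged, and log2 was taken. No spot was saturated. Because 28.9% of the 58201 probes were well above background on all 8 arrays, each array was shifted by its 75th percentile over these 16813 probes. Of 31770 probes with a RefSeq accession, 31038 were matched to a gene symbol through the RefSeq gene table of GRCh38.p14, with versions removed, and Table S2 supplied further pairs, for 22440 symbols in all. The array design was annotated on hg19, so no coordinates are given. A gene was measured when a probe was well above background on all 8 arrays, and its brightest such probe stood for it. Where probes of a gene differed, the passages give each of the target genes' probes.

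The fold change of enrichment is the mean log2 RIP/input in miR-634 cells minus that in miR-NC cells. It was tested with limma 3.58.1 in R 4.3.3 (lmFit on the 4 group means and eBayes), with Benjamini-Hochberg adjustment and a threshold of 0.05. The input change and the RIP change were tested in the same fit. The proteomic list of Table S1, of which 428 of 428 entries were matched to symbols, was tested with camera (preset correlation 0.01), with fry and with an estimated correlation, and was compared with 10000 random lists matched on mean expression in 20 bins. Genes named in the text are those the paper names for the RIP-chip analysis or as miR-634 targets, the members of the first 3 terms of Table S3, the 5 largest rises and falls of enrichment and the 3 largest rises and falls of input among genes with an adjusted p under 0.05 that changed the same way in the arrays of each number. This rule, the tests above and the alternatives below were fixed before the data were examined. The rule does not cover MINDY3, MTMR2, NOM1, RAB1A, TMEM40 and YES1, which were named after their values were seen. The scripts were tested on simulated data.

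The alternatives were normexp background correction with an offset of 50 and quantile normalization, quantile normalization alone, the authors' processed values, median scaling, the percentile over all probes, a filter on the input arrays only, no filter, the mean of the probes, an intensity trend, a replicate block, each array left out in turn, the fold change of XIAP as the cutoff and the methods' t-test on the log2 ratio per replicate number. Normexp was run on the median signal of each spot in place of the mean signal, which was not used here. Because all arrays were on 1 slide and in 1 scan, no slide block was fitted. The input arrays were in row 1 and the RIP arrays in row 2 of the slide, with miR-NC in columns 1 and 2 and miR-634 in columns 3 and 4. A set test of genes with miR-634 sites was not run, because no transcript sequences were used here. The proteomic, RIP-PCR, luciferase and animal data were not analyzed here. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.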

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

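The contrasts of the replicates and the choice of genes on the RIP arrays alone were fixed beforehand, and the test of the input of the genes held by AGO2 in miR-NC cells was chosen before its result was seen. The other tests in this part were chosen after the results were seen. The carry-over test was chosen after the falls were seen, in place of an earlier test on the SD of enrichment that could not tell the explanations apart. Its prediction was written before its counts were seen, but its replicate spread was rescaled to 1 array per group after they were seen, which raised that spread.

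The paper reports the genes whose enrichment rose in miR-634 cells. The enrichment also fell, under 1/1.85-fold for 1284 genes, and limma's test of the difference between the cells called 4742 genes lower. The median gene had a log2 fold change of -0.22, so the number of lower calls moves with the scaling: 699 genes were under 1/1.85-fold when the fold change was centered on its median, and 112 with scaling on the spike-in probes, where limma called 175 genes lower. These alternatives were added after seeing the data. The falls are therefore relative to the bulk of the genes. Contrasts of the replicates with no treatment effect put on average 15 genes under 1/1.85-fold, which argues against replicate spread. Total RNA carried into the miR-634 RIP would move genes toward the input, so that genes below the median enrichment in miR-NC cells would not fall against the median gene. With groups chosen on the arrays of one number and changes measured on the other, on average 177 of the 5480 genes below the median fell by over 1.85-fold against the median gene, where replicate spread gave at most 44. This argues against carry-over for these genes. Of the genes above the median, 607.5 fell on average, and for these carry-over cannot be told apart from a loss of place on AGO2, because both lower the genes that were enriched. A candidate explanation for them is that genes held by AGO2 in miR-NC cells lose their place to miR-634 targets. When genes were ranked by enrichment in miR-NC cells on the arrays of one number and divided into 5 equal groups, the group with the highest enrichment had a median log2 fold change of -0.49 in the arrays of the other number, which carry-over would also give. If their release from AGO2 raised their mRNA, their input would rise, but their median log2 input change was 0.0073 (0.02 and -0.0036 in the arrays numbered 2 and 1), against -0.0034 over all genes, a gap smaller than the difference between the replicate numbers. The loss of place remains a hypothesis, and no rise of mRNA showed over these genes as a set. Single named genes that were enriched in miR-NC cells and whose enrichment fell went either way. The input rose for HMGA2, CDKN1A, TOE1 and H3C1, with log2 changes of 1.82, 1.29, 0.57 and 0.20 (adjusted p = 4.42e-05, 0.00632, 0.00116 and 0.029). It fell for SPANXC and SPANXB1, each with a log2 change of -0.48 (adjusted p = 0.00235 and 0.0044), and for LYRM1 it changed by -0.29 (adjusted p = 0.0702). The RIP level of HMGA2 and CDKN1A changed by only -0.15 on the log2 scale each, so their enrichment fell mainly through the input. They therefore do not show a loss of place on AGO2. The RIP level of TOE1 and H3C1 changed by -3.26 and -3.80. HMGA2 and CDKN1A were named for the rise of their input, so these single genes do not stand for the set. A change in the amount or loading of AGO2 was not tested.

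The paper does not report the total RNA change, which is the denominator of the fold change of enrichment. Limma called 1290 genes higher and 1313 lower in the miR-634 input. The largest rises were those of HMGA2, CDKN1A and IL11. With the mean of the probes, the log2 input change of HMGA2 was 0.88, below those of CDKN1A and IL11, and with normexp and quantile normalization the log2 input change of CDKN1A was 0.46. The largest falls were those of BRWD1 (-1.78), RPIA (-1.77) and EIF5A2 (-1.48). With normexp and quantile normalization, the log2 input change of BRWD1 was -1.05 and the log2 input change of EIF5A2 was -0.96, and with the mean of the probes the log2 input change of BRWD1 was -1.32, so the order of the falls depends on the processing. With any 1 of the 4 input arrays left out, limma called between 395 and 524 genes higher and between 545 and 686 lower. With the 75th percentile over all probes, 657 genes were lower. Explanations of the counts as a whole were not tested. The sample labels name a normal IgG antibody for the input arrays, and the reading as total RNA follows the paper.

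The 1425 genes over 1.85-fold higher in the miR-634 RIP than in the miR-NC RIP, chosen without any input array, had a median log2 input change of -0.13, against -0.0034 over all genes. Because no array is shared, chance from the shared input arrays gives no such shift. Under quantile normalization, the gap to all genes was -0.13, which argues against the scaling of the input arrays. Of these genes, 73.1% were lower in the input, whereas an effect of the array column on the slide that is common to the input and the RIP array would move them up together. The 1198 genes under 1/1.85-fold in the RIP had a median input change of -0.03. A candidate explanation is that miR-634 lowers the mRNA of the genes it brings to AGO2, which would also raise their fold change of enrichment through the input.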

How the results depend on the processing

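For each fold change of enrichment run, direction and limma call held in every alternative set before the data were examined, except those below. The same was true, with the exceptions below, of the input and RIP changes run. The fold changes of enrichment of HMGA2, CDKN1A, IL11, BRWD1, RPIA and EIF5A2, named for their input change, were not run in the alternatives. The RIP changes, and the input changes other than those of SLC1A5 and of the genes with the largest input changes, were added to this comparison after the results were seen, and so were the genes of Table S2 at or below 1.85-fold other than HSPD1. The side of the 1.85-fold cutoff is given in the last paragraph. The alternatives added after seeing the data are spike-in scaling, the fold change centered on its median, and quantile normalization with other probes. The cause was not tested for any change below unless a cause is given.

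With no filter on dim probes, 22440 genes were measured, which by construction brings in probes at background. The genes over 1.85-fold were then 2533, those under 1/1.85-fold 7120, the lower calls of enrichment 8674, the RIP/input calls in miR-NC cells 15679, the lower RIP calls 10431, the input calls 375 higher and 565 lower, the share found again in the other arrays 66.8% and the replicate contrasts' mean 1085.75. With the filter on the input arrays only, this share was 80.0% and the replicate contrasts' mean was 175.75, and it was 8 with normexp and quantile normalization, which put 788 genes under 1/1.85-fold. The cutoff at the fold change of XIAP put 2635 genes over it. The methods' t-test called 2275 genes higher and 2970 lower after Benjamini-Hochberg adjustment, and 2705 and 3831 unadjusted. The lower input calls were 657 with the percentile over all probes and 661 with the authors' processed values.

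Leaving out each array in turn, with the lone array of a group assumed to vary like the others, the input calls ranged from 395 to 1427 higher and from 545 to 1468 lower, and the correlation of enrichment from 0.570 to 0.582. The correlation was 0.568 with the filter on the input arrays only, 0.577 with the mean of the probes, 0.621 with no filter, 0.562 with normexp and quantile normalization, 0.580 with quantile normalization, and 0.580 with other probes in addition. The replicate block left 3067 genes called higher and 4738 lower, and changed none of the calls of named genes that were run with it. The replicate numbers are not known to mark shared cultures. Deviations of same-numbered arrays correlated by 0.07 between input and RIP in each kind of cell and by no more than 0.04 in size between other groups.

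The median input change of the genes over 1.85-fold chosen on the other arrays was -0.18 in the main setting. It was -0.12 with the percentile over all probes and -0.12 with the authors' processed values, -0.16 with normexp and quantile normalization, -0.17 with quantile normalization, -0.17 with other probes in addition, -0.17 with the filter on the input arrays only, -0.17 with no filter, -0.16 with the centered fold change and -0.29 with spike-in scaling.

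Spike-in scaling put 5424 genes over and 112 under the cutoff, with 7115 genes called higher and 175 lower, 7191 RIP calls higher and 349 lower, 20 input calls higher and 705 lower, 232 genes of Table S1 over 1.85-fold and 76.7% found again. Of all calls of enrichment, 39.3% were higher in the main setting, 47.3% with the authors' processed values, 53.4% with the centered fold change, which put 699 genes under the cutoff, and 97.6% with spike-in scaling. The split between higher and lower calls therefore depends on the scaling.

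OPA1 was at 1.37 with the mean of the probes and was no longer called, and the lower input of SLC1A5 was not called with no filter (-0.40) or with any 1 input array left out (from -0.42 to -0.37). The input changes of MED30 and TMEM18 were also not called in these settings, nor with the percentile over all probes or the authors' processed values. That of H3C1 was not called with no filter, with the filter on the input arrays only or with any 1 input array left out, and it reversed to -0.0293 with spike-in scaling, where those of BIRC5, TOE1, MED30 and TMEM18 were not called. Several genes near the cutoff changed side of it. LAMP2 and OPA1 fell below 1.85-fold with the mean of the probes, and each of LAMP2, OPA1 and TFDP1 did so with 1 RIP array left out. HSPD1, MINDY3, NOM1, RAB1A and YES1 rose over it with quantile normalization, the percentile over all probes and the authors' processed values, and MTMR2, RAB1A and TMEM40 with the mean of the probes. With median scaling MINDY3 and YES1 rose over it, and with 1 array left out MINDY3, NOM1 and YES1 did. In the alternatives added after seeing the data, XIAP also rose over it with spike-in scaling and with quantile normalization and other probes. The test of miR-634 sites and the block for the slide were not run. A slide block needs more than 1 slide. The RIP arrays had fewer probes well above background than the input arrays, which limits the genes that could be measured.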

Differences from the paper's values

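For TFAM, the paper's fold change of enrichment is 4.66 and the value here is 3.00. Of the alternatives set before the data were examined, the authors' processed values (3.26), the 75th percentile over all probes (3.25), the mean of the probes (3.76), leaving out miR-NC RIP replicate 1 (3.20) and leaving out miR-634 RIP replicate 2 (3.14) came within 1.5 times of the paper's value. Normexp and quantile normalization, quantile normalization alone, median scaling, the filter on the input arrays only, no filter, the intensity trend, the replicate block and leaving out each other array did not. With quantile normalization and the TFAM probe of the accession in Table S2, chosen after seeing the values, TFAM was at 4.65, and XIAP, with its dimmer probe, was at 1.86 against the paper's 1.85. Quantile normalization alone gave 1.99 for LAMP2, 8.70 for APIP and 3.27 for BIRC5, where the paper's values are 2.0, 8.7 and 3.27.

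The paper uses the fold change of XIAP as the cutoff that selects its genes. The brighter XIAP probe gave 1.36 here, below that cutoff.

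The paper counts all genes of Table S2 above the cutoff. Here 103 of the 110 were, and 108 under quantile normalization.

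The log2 enrichment in miR-634 cells reaches about 12 in Fig. 3A, read by eye. The highest value here was 5.03 as the log2 of a ratio, or 11.7 as the log2 of a percent of input, so the figure matches only on the percent scale.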

Other observations

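The contrasts of the replicates were fixed beforehand, and the test of the proteomic list in the input was chosen before its result was seen. The other tests in this part were chosen after the results were seen.

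The number of genes over 1.85-fold was set against 2 technical explanations. Contrasts of the replicates put on average 18.6 genes over 1.85-fold, far below the 1630 found. If dim probes gave the changes, the share would fall with brightness, but it was 18.6% in the brightest of 4 equal groups of genes and 10.0% in the dimmest. Brightness was the mean over all arrays, so a rise in the miR-634 RIP also made a gene brighter. That tilts the comparison toward this outcome, and all genes had passed the background filter, so it does not settle the point.

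The miR-634 RIP arrays were brighter than the miR-NC RIP arrays, by 0.97 on the log2 scale at the 75th percentile of the probes well above background on all arrays. The spike-in probes differed by 0.10, which argues against array brightness as the source. Scaling on the spike-in probes, added after seeing the data, raised the number of genes over 1.85-fold to 5424. The mean log2 signal of the spike-in probes was 12.46 and 12.75 on the miR-634 input arrays, so this scaling carries that spread. Each percentile scaling removes this difference, so the fold changes here are relative to the bulk of the genes.

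The genes that the paper found lowered at the protein level were also lower in total RNA. Over the 369 measured genes of Table S1, limma called 98 lower and 31 higher in the miR-634 input, with a median log2 change of -0.07 and a mean of -0.11. The camera test gave a p of 0.000269 for a lower input, fry gave 3.84e-05 and camera with an estimated correlation gave 0.0134. A candidate explanation is that part of the protein change follows from lower mRNA. The proteins measured and not lowered are not known here, so the shift cannot be told apart from one of all detected proteins. Other explanations of this set's shift were not tested.

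Probes of a gene can disagree. In 97 of the 2228 genes with more than 1 passing probe, a probe was over 1.85-fold and another below 1-fold. LAMP2 and OPA1 are among them.

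The duplicates were close. The median SD of log2 values per gene was at most 0.06 in each group. If a duplicate was the same RNA on another array, the adjusted p-values cover array spread only. This was not tested.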
